# DNA methylation, through DNMT1, has an essential role in the development of gastrointestinal smooth muscle cells and disease

**DOI:** 10.1038/s41419-018-0495-z

**Published:** 2018-04-27

**Authors:** Brian G. Jorgensen, Robyn M. Berent, Se Eun Ha, Kazuhide Horiguchi, Kent C. Sasse, Laren S. Becker, Seungil Ro

## Abstract

DNA methylation is a key epigenetic modification that can regulate gene expression. Genomic DNA hypomethylation is commonly found in many gastrointestinal (GI) diseases. Dysregulated gene expression in GI smooth muscle cells (GI-SMCs) can lead to motility disorders. However, the consequences of genomic DNA hypomethylation within GI-SMCs are still elusive. Utilizing a Cre-lox murine model, we have generated SMC-restricted DNA methyltransferase 1 (*Dnmt1*) knockout (KO) mice and analyzed the effects of *Dnmt1* deficiency. *Dnmt1*-KO pups are born smaller than their wild-type littermates, have shortened GI tracts, and lose peristaltic movement due to loss of the tunica muscularis in their intestine, causing massive intestinal dilation, and death around postnatal day 21. Within smooth muscle tissue, significant CpG hypomethylation occurs across the genome at promoters, introns, and exons. Additionally, there is a marked loss of differentiated SMC markers (*Srf, Myh11*, miR-133, miR-143/145), an increase in pro-apoptotic markers (*Nr4a1, Gadd45g*), loss of cellular connectivity, and an accumulation of coated vesicles within SMC. Interestingly, we observed consistent abnormal expression patterns of enzymes involved in DNA methylation between both *Dnmt1*-KO mice and diseased human GI tissue. These data demonstrate that DNA hypomethylation in embryonic SMC, via congenital *Dnmt1* deficiency, contributes to massive dysregulation of gene expression and is lethal to GI-SMC. These results suggest that *Dnmt1* has a necessary role in the embryonic, primary development process of SMC with consistent patterns being found in human GI diseased tissue.

## Introduction

The aberrant growth, or loss, of smooth muscle cells (SMCs) is a common symptom found in burdensome gastrointestinal (GI) diseases such as chronic intestinal pseudo-obstruction^1^ and megacystis-microcolon-intestinal hypoperistalsis syndrome^2^ as well as in vascular SMC (vSMC) found in atherosclerotic lesions^3^. Recent research has shown that inducing genomic DNA hypomethylation can change SMC phenotypic identity, growth patterns, and expression levels of contractile genes^4,5^, giving preliminary evidence that altering DNA methylation can shift the phenotypic identity of SMCs. Global changes in DNA methylation patterns are characteristic of digestive pathologies such as colorectal cancer^6^ and Crohn’s disease^7^.

The process of methylating DNA at cytosine residues, specifically at CpG sites, is a dynamic and reversible epigenetic modification^8^. In the mammalian genome, CpG sites can be found clustered together in regions entitled CpG islands that are often found in close proximity to, or within, transcription start sites (TSS) as well as the promoters of housekeeping and/or tissue-specific genes^9^. The addition of a methyl group to cytosine at its fifth carbon, creating 5-methylcytosine (5-mc), by DNA methyltransferases (DNMT1, DNMT3A, DNMT3B) can cause repression of associated genes as this mark, at and around the TSS, has been linked to transcriptionally repressed chromatin that denies access for transcription factors, such as serum response factor (SRF)^10,11^. Thus, as SRF is a master regulator of contractile genes in SMC^12^, the transcription of many contractile smooth muscle genes (*Myh11*, *Acta2*)^13,14^ and microRNA (miRNAs; *mir-133*, *mir-143/145*)^15,16^ is dependent on the binding of SRF to CArG (CC[A/T]_6_GG) boxes at these loci^17,18^. CArG boxes are highly conserved, have high CpG content in the region bound by SRF, are commonly found within promoter regions/close to TSS, and are recognized specifically by SRF^17^. Additionally, high CpG content sites, such as those around CArG boxes, are also well-established targets for cytosine methylation by DNA methyltransferases^19,20^. While several studies have given valuable insight into the role of DNA methylation in SMC, many of them similarly use cytidine analogs in vitro^4,5^, which are not selective in their inhibition of any specific DNMT isoform, nor do they present any efficacy of these techniques in vivo in GI-SMC.

To further this area of research, we have selectively eliminated the methyltransferase, *Dnmt1*, from the murine SMC genome. *Dnmt1* is known as the maintenance methyltransferase as its main enzymatic function is to faithfully restore methylation marks on newly formed daughter strands of DNA^21^. Deficiency of *Dnmt1* caused loss of the intestinal tunica muscularis and halted peristaltic contractions which induced intestinal dilation and death around P21. CpG methylation is significantly reduced genome-wide at promoters, exons, and introns. We also found that markers of mature SMC are lost, pro-apoptotic gene expression is increased, and *Dnmt1* knockout (KO) SMCs cytoplasmically accumulate a large number of coated vesicles. Furthermore, we noted consistent patterns of dysregulation of DNMT1 and TET3, an enzyme that initiates the demethylation of DNA^22^, between KO mice and variously diseased human GI tissue, including colon/anal cancers and Crohn’s disease. To our knowledge, this is the first in vivo evidence showing the requirement of a DNA methyltransferase, and the importance of DNA methylation, in the primary development and differentiation of GI-SMC.

## Results

### Generation, and confirmation, of deletion in SMC-restricted *Dnmt1* knockout mice

As global *Dnmt1*^*-/-*^ mice are embryonic lethal^23^, it was necessary to generate a SMC-restricted *Dnmt1*^*-/-*^ KO line. By crossing *smMHC*^*Cre-eGFP/+*^, a mouse line that selectively expresses *Cre* recombinase and *eGFP* under the control of a *Myh11* promoter^24^ beginning at embryonic day 12.5, with a *Dnmt1*^*lox/lox*^ mouse line^25^, we were able to successfully generate congenital *smDnmt1*^*-/-;Cre-eGFP/+*^ (*Dnmt1*-KO) mice. In *smMHC*^*Cre-eGFP/+*^ (*Dnmt1*-WT) mice, cells that express *Cre* recombinase also express *eGFP*, thus making it possible to identify *Cre* expression through enhanced green fluorescent protein (eGFP) fluorescence. Knockout was confirmed through genotyping with primers specific for *Cre, eGFP*, known loxP sites, and deletion of floxed cassette (Supplementary Figure 1). Only those mice that were positive for *Cre*, both genomic loxP sites, and the deletion of the floxed cassette (*Dnmt1*-KO) presented the following symptoms: *Dnmt1*-KO mice were born similar in size and body mass to their wild-type (WT) littermates, but they have significantly less body mass by postnatal day 15 (P15) continuing through to P21 (Fig. 1a, b) when death occurs. Gross anatomical images show intestinal dilation beginning at P10 that continues to progress until P21 (Fig. 1c) when dilation is severe enough to cause intestinal ischemia or perforation of the deteriorated intestinal wall, causing septic shock. *Dnmt1*-KO mice also have significantly shortened GI tracts in both the small intestine (Fig. 1d) and colon (Fig. 1e) by P21.

**Fig. 1:**
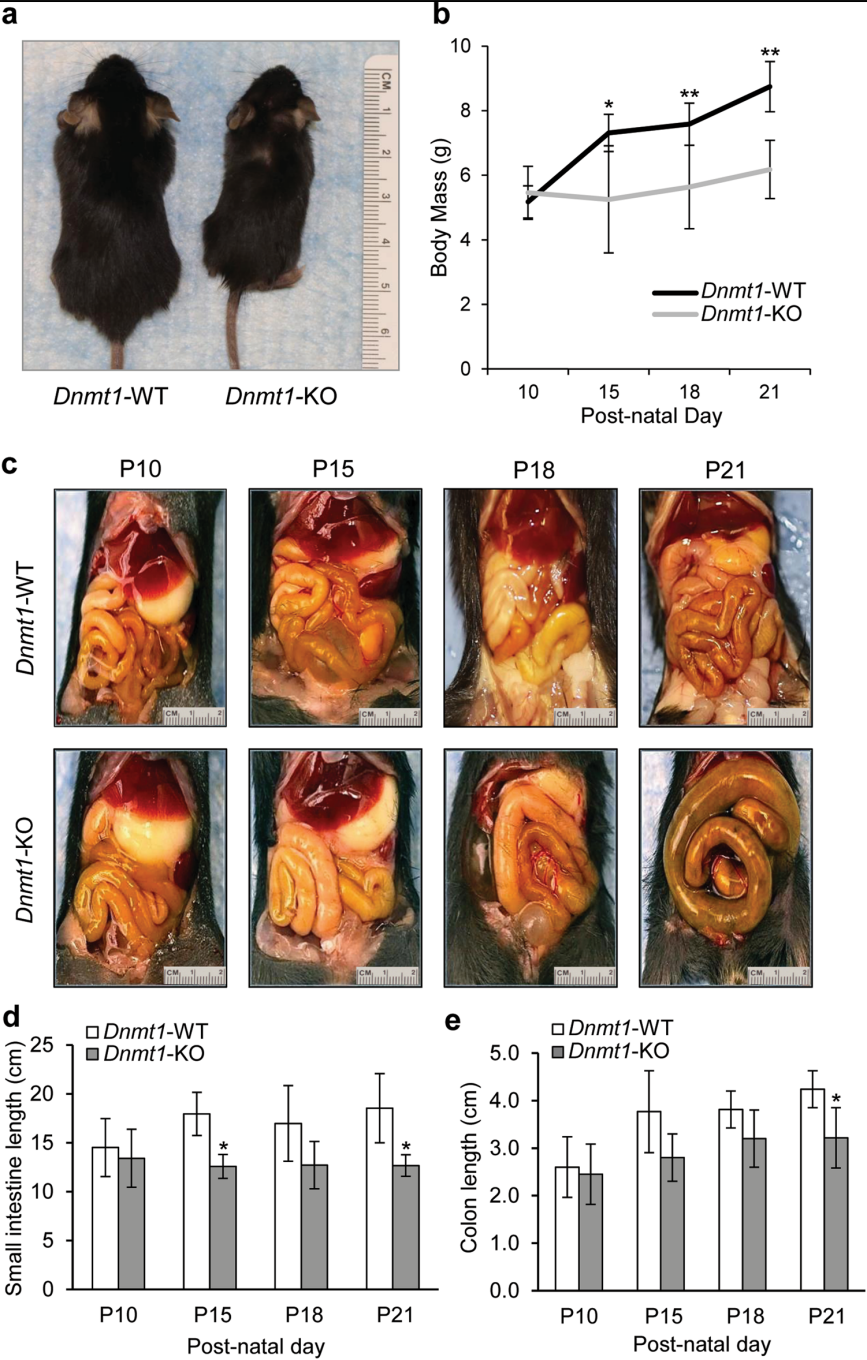
SMC-restricted congenital *Dnmt1*-KO mice are smaller in size/mass with shorter GI tracts that become increasingly dilated over time. **a** SMC-restricted congenital *Dnmt1*-KO mice at P20 are smaller when compared to *Dnmt1-*WT littermates. **b** No significant differences in body mass were seen between *Dnmt1*-KO mice and *Dnmt1-*WT mice until P15 when WT mice continued to gain mass and *Dnmt1*-KO began to lose mass. *Dnmt1*-KO slowly began to regain mass by P18 continuing into P21, most likely due to lack of peristaltic movement in the intestine causing buildup of food in the small intestine. **c** By P10, dilation can be seen in the small intestine of *Dnmt1*-KO mice with dilation increasing in size until P21 when death occurs. **d**, **e** By P21, *Dnmt1*-KO mice have significantly shortened small intestines and colons. For (**b**, **d**, **e**) *n* = 10, error bars are SD; *p < 0.005; **p < 0.001, unpaired *t*-test

### Dynamic changes of enzymes involved in DNA methylation in *Dnmt1*-KO mice and diseased human tissue

DNA methylation is positively regulated by DNMT1/DNMT3A/DNMT3B and is negatively regulated by the Ten-Eleven Translocation (TET) family of proteins (TET1/TET2/TET3). In the tunica muscularis of *Dnmt1*-WT mice, expression levels of DNMT1 and DNMT3A are developmentally dynamic while DNMT3B is constantly expressed at all time points (Fig. 2a). DNMT1 is highly expressed at embryonic day 18 (E18) and gradually decreases from birth to P20, with the opposite pattern being seen with DNMT3A. Intriguingly, temporal expression levels of TET1/TET2/TET3 are reduced in *Dnmt1-*KO with the reductions of TET2 and TET3 being significant by P15. DNMT1 levels were drastically reduced in *Dnmt1*-KO after P1 and the protein was not detected at P20 (Fig. 2a). As previously mentioned, in *Dnmt1*-KO smooth muscle tissue, TET2 and TET3 levels were significantly reduced (Fig. 2d), suggesting that expression of these TET isoforms may be dependent on DNMT1. Furthermore, as *Dnmt1*-KO smooth muscle tissue developed, potentially compensatory DNMT3A induction occurred (Fig. 2a). Also, as DNMT1 begins to be reduced in *Dnmt1*-KO, so are markers of SMC maturity and contractibility, including SRF, MYH11, and SM22α (Fig. 2b, d). Since MYH11 and SM22α (*Tagln*) are SRF targets^12^, the reduction of SRF in *Dnmt1*-KO could result in, or exacerbate, the reduced expression of these SRF target genes and their subsequent protein products. Due to aberrant methylation patterns being identified in colorectal cancer^26^, we examined if DNMT1 is differentially expressed in the inflamed tunica muscularis from human patients with either Crohn’s disease, colon/anal cancer, or diverticulitis. We detected increases in DNMT1 as well as increases in TET3 in the inflamed smooth muscle showing that DNMT1 can regulate TET3 across species (Fig. 2c). Quantitation of protein showed that the increases in DNMT1 and TET3 were significant in the inflamed smooth muscle from anal or colon cancer samples (Fig. 2e). Intriguingly, the correlated expression of DNMT1 and TET3 in the inflamed human tissue is consistent with the smooth muscle of *Dnmt1*-WT and *Dnmt1*-KO mice (Fig. 2a), suggesting a role for DNMT1 in regulating the expression of TET3.

**Fig. 2:**
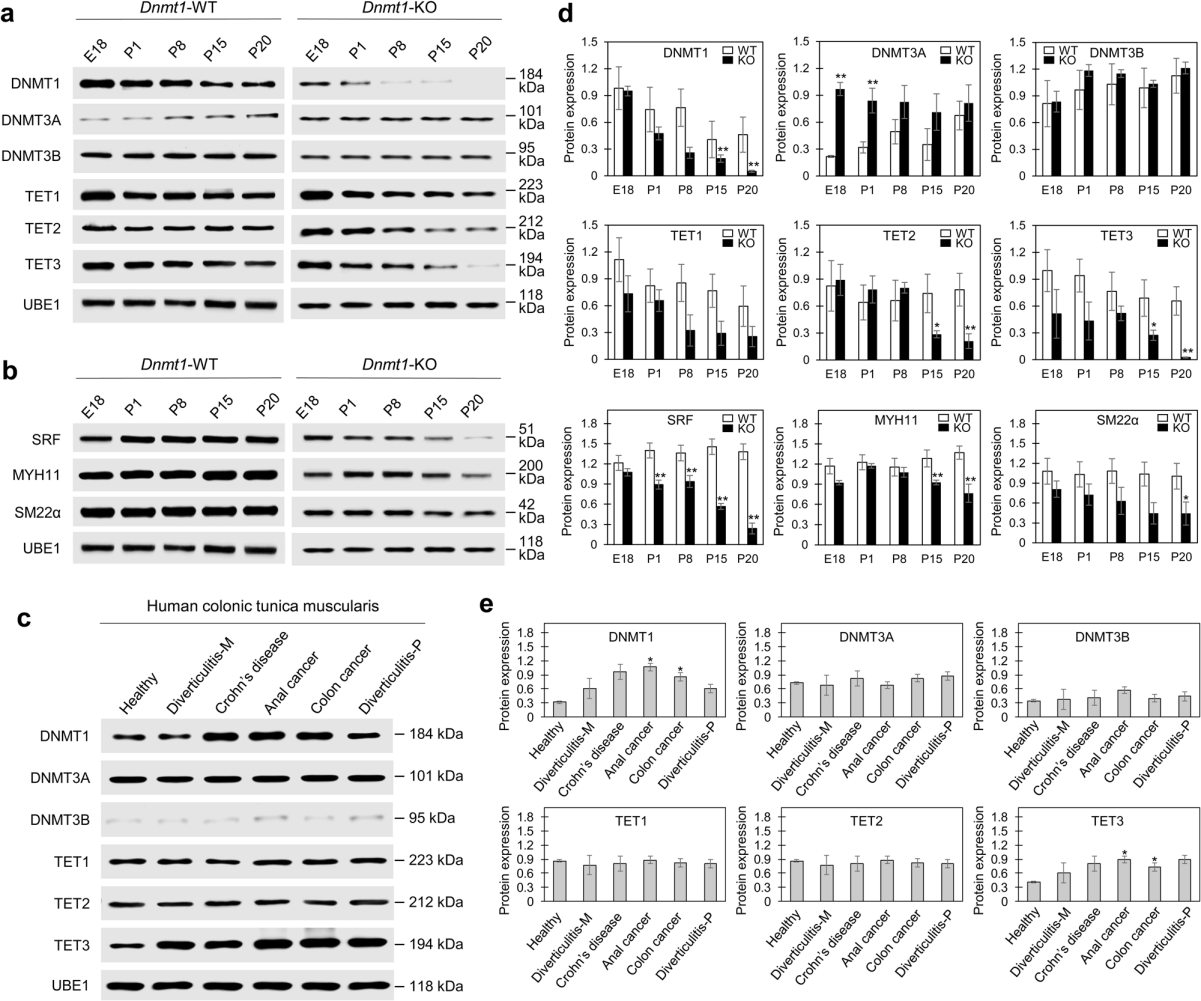
Enzymes regulating DNA methylation and mature SMC markers are dynamically altered in the jejunal tunica muscularis of *Dnmt1*-KO mice and inflamed human colonic tissue. **a** Western blotting of isolated jejunal tunica muscularis from *Dnmt1*-WT and *Dnmt1*-KO mice show temporal changes in expression of enzymes regulating DNA methylation (DNMT1, 3A and 3B) and demethylation (TET1–3). Note a progressive loss of DNMT1, and a massive reduction in expression of TET2 and TET3 in *Dnmt1*-KO mice. **b** A loss of DNMT1 correlates with significant reductions in mature SMC markers (SRF, MYH11, and SM22α) that become more pronounced with age indicating that GI-SMCs in *Dnmt1*-KO mice are indeed losing their mature, contractile status. **c** Human colonic tunica muscularis shows increased expression of DNMT1 in inflamed tissues along with TET3. Diverticulitis-M (marginal area); Diverticulitis-P (pouch). **d**, **e** Quantification of western blotting from *Dnmt1*-KO and *Dnmt1-*WT and human healthy and inflamed colonic tissue; *n* = 2–3 for mouse and human separately, error bars are SEM, *p < 0.005; **p < 0.001, unpaired *t*-test

### *Dnmt1*-KO mice gradually lose tunica muscularis and necessary contractile proteins and accumulate coated vesicles in SMCs

Hematoxylin and eosin staining revealed that *Dnmt1-*KO mice begin to lose both muscle layers of the tunica muscularis at noticeable levels by P15 but did not have a significant loss of either layer until P21, with the more drastic tissue loss being found in the circular layer (Supplementary Figure 2). To confirm that the loss of tissue was indeed due to a loss of mature SMCs, immunohistochemical analysis was performed. As MYH11 is the most selective marker of mature and contractile SMCs^27^, antibodies targeting MYH11 were used to confirm the loss of mature SMCs alongside the endogenous eGFP reporter expression based on *Myh11* expression. As expected, MYH11 levels in the tunica muscularis of *Dnmt1-*WT mice continued to increase from P10 to P21, while in *Dnmt1-*KO MYH11 levels waned, starting at P15 until there was no detectable MYH11 signal at P21, indicating a complete loss of mature SMCs (Supplementary Figure 2D). The loss of MYH11 in the SMCs of *Dnmt1-*KO mice results in SMCs that are no longer contractile, leading to a weakened tunica muscularis, allowing for intestinal distention. Electron microscopy of the tunica muscularis from P21 *Dnmt1-*KO mice revealed a loss of intercellular connections between SMCs, submucosa cells, and interstitial cells of Cajal (ICC), the necessary pacemaking cells in peristaltic contractions^28^ (Fig. 3c). We also noted cellular fragmentation and the loss of nuclear/nucleolar organization within *Dnmt1-*KO SMCs (Fig. 3c, d). Furthermore, we were able to detect macrophages engulfing the deteriorated SMCs in *Dnmt1-*KO mice (Fig. 3e). Finally, we found that almost all *Dnmt1-*KO SMCs contained small coated vesicles (Fig. 3d, f), which were not associated with *Dnmt1-*WT SMC (Fig. 3a, b). *Dnmt1-*KO SMC appeared to accrue coated vesicles in their cytosol that congregated in distinct regions around the endoplasmic reticulum and Golgi (Fig. 3f).

**Fig. 3:**
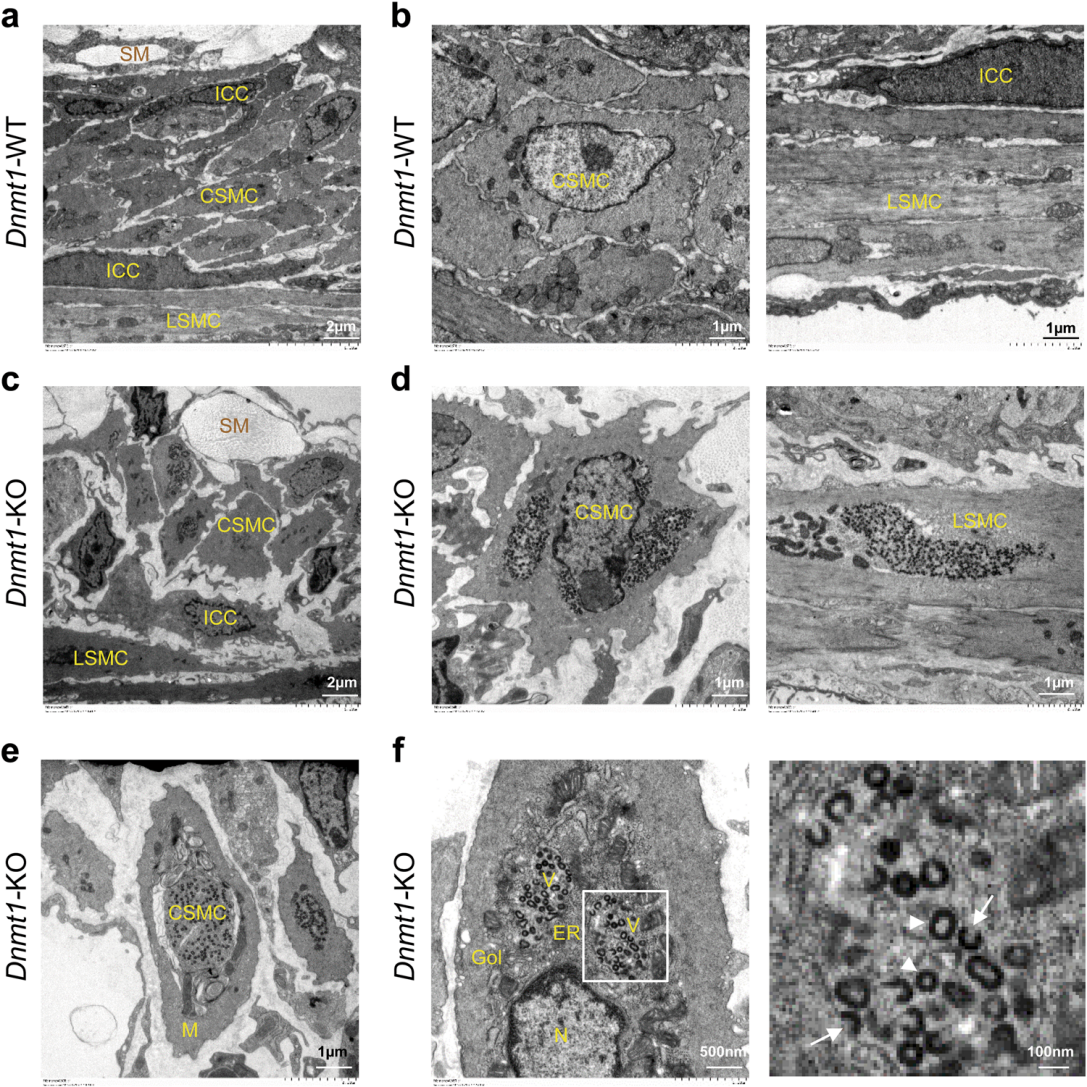
Electron microscopy (EM) reveals degeneration of smooth muscle and presence of coated vesicles in *Dnmt1*-KO SMC. **a, b** EM cross-section images of P21 *Dnmt1-*WT jejunum. **c–f** EM cross-section images of P21 *Dnmt1-*KO jejunum. Both the circular (CM) and longitudinal muscle (LM) layers in *Dnmt1-*WT jejunum are intact (**a, b**), complete with organized nuclei in SMC as well as the presence of ICC (ICC), and submucosal cells (SM). Degenerated SMC within the tunica muscularis in the jejunum of *Dnmt1*-KO mice (**c**,** d**) show cellular fragmentation, as well as a loss of nuclear organization. **e** A portion of a degenerated SMC with coated vesicles from a *Dnmt1*-KO mouse found phagocytosed in a macrophage (M). **f** Degenerated SMCs in *Dnmt1*-KO mice accumulate coated vesicles (V) trapped in the vicinity of the endoplasmic reticulum (ER) and Golgi (Gol), open vesicles: arrows; closed vesicles: arrowheads

### Transcriptomic analysis of tissue/SMC reveals loss of mature SMC markers and miRNAs and increases in lipid, immune processing, and pro-apoptotic genes

To gather a more complete understanding of the gene expression changes happening in *Dnmt1*-KO mice, we performed a transcriptomic analysis on the jejunal tunica muscularis of both *Dnmt1*-KO and *Dnmt1*-WT mice. 

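RNA came from the jejunal tunica muscularis, the muscle wall of the middle part of the small intestine, of *Dnmt1*-WT and *Dnmt1*-KO mice at P15. Each genotype was represented by 4 mice, 2 male and 2 female, and by 1 mRNA library. The paper's text does not say how RNA of the 4 mice was combined. Libraries were prepared with the TruSeq RNA kit, and the reads were mapped to GRCm38. The alignment and quantification tools are given in the methods by reference to an earlier publication only. Supplementary Table 1 gives the paper's depth as 341290850 reads for the *Dnmt1*-WT library, of which 291592121 were mapped, and 252046246 reads for the *Dnmt1*-KO library, of which 206053958 were mapped. The deposited values are FPKM, that is, fragments per gene scaled to transcript length and to the mapped total of the library, with the number of transcript variants found in each library and the authors' ratio of *Dnmt1*-KO to *Dnmt1*-WT. Read counts behind single genes are unknown and no counting error can be attached to them. Values were listed for 18159 gene symbols, with no symbol repeated, and summed to 429698 FPKM in the *Dnmt1*-WT library and 460845 FPKM in the *Dnmt1*-KO library. Ratios below are plain ratios of FPKM without rescaling. With 1 library per genotype no difference could be set against the spread between replicates, and none of the differences below has a replicate check. Both samples carry a free-text description that names the knockout, while the title and genotype label of one of them, and the paper, give *Dnmt1*-WT, and that sample was taken as *Dnmt1*-WT. *Dnmt1* itself was listed at 11.58 FPKM in the *Dnmt1*-WT library and 7.58 FPKM in the *Dnmt1*-KO library.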

Summaries and full expression profiles of messenger RNA (mRNA)/miRNA sequencing results can be found in Supplementary Table 1 and Supplementary Table 3, respectively. The transcriptome of *Dnmt1*-KO has 954 unique mRNA gene annotations, compared to only 530 in *Dnmt1*-WT with approximately equal amounts of unique miRNA annotations between *Dnmt1*-KO (184) and -WT (170) mice (Fig. 4a). 

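A gene was counted as detected when its FPKM was above 0. The *Dnmt1*-WT library had 16632 detected genes and the *Dnmt1*-KO library 17055, and 574 of the listed genes were at 0 in both. Genes detected in 1 library and listed at 0 in the other numbered 530 for *Dnmt1*-WT and 953 for *Dnmt1*-KO. Most of these genes lay near the lower end of the scale, with a median of 0.09 FPKM for the genes of the *Dnmt1*-WT library and 0.13 FPKM for those of the *Dnmt1*-KO library. Only 20 of the former and 76 of the latter reached 1 FPKM. When detection was moved to 1 FPKM, with the other library below 1, the genes found in 1 library numbered 292 for *Dnmt1*-WT and 815 for *Dnmt1*-KO.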

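The ratio of *Dnmt1*-KO to *Dnmt1*-WT could be formed for the 16102 genes above 0 FPKM in both libraries. It was 2 or more for 1893 of them, or 11.8%, and 0.5 or less for 802, or 4.98%. Changes of this size were more common among weakly expressed genes. At a geometric mean between 1 and 3 FPKM, 432 of 2419 genes at least doubled and 146 were at most halved, while of the 648 genes at 100 FPKM or more, 27 at least doubled and 19 were at most halved. Adding 1 to every FPKM before the ratio was taken reduced the counts most, to 859 and 298 genes, with genes listed at 0 in 1 library included.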

When compared to *Dnmt1*-WT mice, *Dnmt1*-KO mice have 2,829 genes that at least double their expression and only 1,319 that lose at least half their expression, with similar amounts of both upregulated (289) and downregulated (265) miRNA transcripts (Fig. 4b). The differences between the relative amount and type of mRNA/miRNA transcripts expressed exposes a remodeled transcriptome in *Dnmt1*-KO mice. 

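Across the 12758 genes with at least 1 FPKM in both libraries, the median log2 ratio was -0.03. Genes that reached 10 FPKM in at least 1 library were ranked by the ratio of FPKM + 1, without symbols starting with Mir, Snor, Scarna or Rn. Among these 6999 genes the largest increases were those of *Gm11127* (1.09 FPKM in *Dnmt1*-WT and 277.16 in *Dnmt1*-KO) and *A430078G23Rik* (3.37 and 472.04). Next came *Cfd* (2.61 and 182.62), *Gm19757* (0.78 and 58.35) and *Retn* (0.29 and 38.62). *Gm11127*, a protein-coding gene on chromosome 17 of GRCm38 from 36055816 to 36058371, shares a stretch of transcript sequence with *A430078G23Rik*, and 26 genes above 0 FPKM carry it. The largest decreases were those of *Hbb-b1*, listed at 46.41 FPKM in *Dnmt1*-WT and at 0 in *Dnmt1*-KO, *Cela2a* (12.8 FPKM and listed at 0), *AA465934* (72.34 and 5.78), *Tacr2* (15.36 and 0.53) and *Ctrb1* (13.26 and 0.63). *Cela2a* and *Ctrb1* are pancreatic enzyme genes, and all 7 genes of a list of such genes were lower in the *Dnmt1*-KO library. Pancreatic tissue carried over into the *Dnmt1*-WT sample may explain them. Of the other globin genes, *Hba-a2* rose from 42.34 to 224.69 FPKM and *Hbb-bs* from 75.01 to 304.43 FPKM, while *Hba-a1* was listed at 0 in both libraries. A strain variant or reads shared between beta-globin copies may explain the 0 of *Hbb-b1*. *Tacr2*, on chromosome 10 from 62252438 to 62265990, had 3 transcript variants in the *Dnmt1*-WT library and 2 in the *Dnmt1*-KO library. From the number and type of transcripts that differ between the genotypes, the paper concludes that the transcriptome of *Dnmt1*-KO mice is remodeled.

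**Figure D1:**
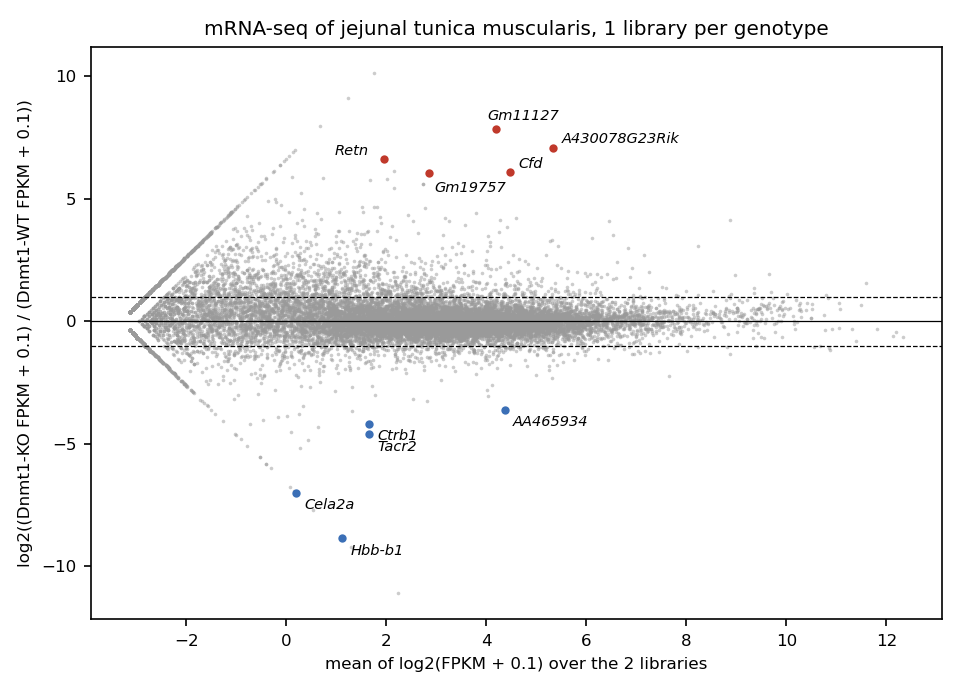
Change in expression between *Dnmt1*-KO and *Dnmt1*-WT plotted against expression level, 1 point per gene above 0 FPKM in at least 1 library. The vertical axis is the log2 ratio and the horizontal axis the mean log2 expression, both from FPKM + 0.1. Dashed lines mark a log2 ratio of 1 and -1. The 5 genes named for the largest increases are red and the 5 named for the largest decreases blue. Grey points farther out are genes left out of the ranking or ranked lower by FPKM + 1. The diagonal edges on the left are genes listed at 0 in 1 library.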

*Dnmt1*-KO mice have considerable losses of SMC marker transcripts necessary for mature functioning, including *Acta2* (25.7% loss), *Myocd* (37.4% loss), *Myh11* (53.2% loss), *Srf*(41.7% loss), and *Tagln* (19.9% loss) (Fig. 4c) as well as reductions in necessary SMC miRNAs miR-143 (31.1% loss), miR-145 (40.8% loss), and miR-133 (70.4% loss) (Fig. 4d). 

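All 5 SMC marker transcripts were lower in the *Dnmt1*-KO library. *Acta2*, on chromosome 19 of GRCm38 from 34241090 to 34255590, fell from 5408.13 to 4016.24 FPKM, a loss of 25.7%. For *Myocd*, on chromosome 11 from 65176561 to 65269989, expression went from 29.06 to 18.18 FPKM and the loss was 37.4%. *Myh11*, on chromosome 16 from 14194535 to 14291372, lost the most, 53.2%, and went from 2685.29 to 1255.51 FPKM. The loss of *Srf*, on chromosome 17 from 46548329 to 46556175, was 41.7%, from 94.57 to 55.15 FPKM. *Tagln*, on chromosome 9 from 45929619 to 45936058, was reduced by 19.9%, from 2156.8 to 1726.8 FPKM. All 5 genes are protein coding and lie on the minus strand. Every loss remained a loss under each alternative tried, and the largest shift came from centring on transcript length, an alternative chosen after seeing the data, which put the loss of *Myh11* at 47.1%. The housekeeping genes of the paper's qPCR primer table, *Gapdh* and *Ubb*, had ratios of 0.958 and 0.994.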

Since the transcription factors SRF and MYOCD are required for *Myh11* expression^29^, and the previously mentioned miRNAs^30^, the reduction of *Srf* and *Myocd* exacerbates the deterioration of SMCs as *Srf* expression in Dnmt1-KO does not become significantly reduced until P15 (Supplementary Figure 3) and therefore is likely not the primary insult involved in the loss of GI-SMCs. We also noted increases in miRNAs associated with regulating cellular identity and proliferation including, miR-10b^31^, miR-21a^32^, miR-486a^33^, and miR-148a. MiR-148a is an established inhibitor of *Dnmt1* expression^34^, thus *Dnmt1*-KO SMCs, through increased miR-148a, likely create even further repression of *Dnmt1* expression. Furthermore, both miR-10b and miR-148a expression are known to regulated by genomic CpG methylation^31,35^. 

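The legend of Supplementary Figure 4 gives the criteria for overexpression as an FPKM above 10 and an increase of more than 1 fold. Read as a *Dnmt1*-KO FPKM above 10 and a ratio of *Dnmt1*-KO to *Dnmt1*-WT above 2, they were met by 373 of the 6399 genes above 10 FPKM in the *Dnmt1*-KO library, 6 of which were listed at 0 in the *Dnmt1*-WT library. The median ratio of the remaining genes was 2.85, and 196 had a ratio of 3 or less. A ratio above 10 was found for 43 genes. CpG methylation was not analysed here.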

For mRNA analysis, we selected 392 overexpressed genes in the tunica muscularis of *Dnmt1*-KO mice and 365 of them had some level of significant demethylation (Supplementary Figure 4). Gene ontology (GO) examination revealed that the most overrepresented biological process categories included those associated with lipids, apoptosis, defense responses to stress/stimuli, and immune responses (Fig. 4e and Supplementary Table 4). 

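Supplementary Table 4 lists the genes behind each enriched term, and only terms whose gene list is complete in the copy used here were examined. These genes were picked by the study for their increase in the same libraries, so their ratios describe the selection and are no independent evidence. The 25 complete terms of the 26 in the immunity category held 117 genes, all listed, and 116 had a ratio above 1. The remaining gene was listed at 0 in the *Dnmt1*-WT library. Their median ratio was 3.23 and the largest was that of *Cfd*, 70.0. Within this category, the 9 genes of antigen presentation through MHC class II had a median ratio of 8.21. In the defense category, 20 of 26 terms were complete and held 182 genes with a median ratio of 3.00. Of these genes, 174 met the criteria for overexpression as read above. The 7 terms of the motility category held 76 genes with a median ratio of 2.76. No enrichment test was repeated.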

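The 13 genes drawn as increased in Fig. 4c had ratios of *Dnmt1*-KO to *Dnmt1*-WT between 1.98 and 8.49. The largest ratio was that of *Cdkn1a*, which rose from 14.72 to 124.9 FPKM, followed by *Tnfrsf12a*, from 6.73 to 55.43 FPKM, a ratio of 8.24. The immune receptor genes *Fcer1g* and *Fcgr3* had ratios of 5.54 and 3.93. *Nr4a1* rose 4.47-fold, from 15.17 to 67.8 FPKM, *Gm1987* 4.24-fold and *Ctgf* 3.79-fold, while the ratio of *Coro1a* was 3.11. *Apoe*, the most abundant of the 13, rose from 542.76 to 1247.11 FPKM. The smallest ratios besides that of *Apoe* were those of *Anxa1* (2.34), *Gadd45g* (2.29), *Krt18* (2.15) and *Anxa2* (1.98). Each of these ratios stayed above 1 under every scaling and pseudocount tried, and the alternatives with the largest effect moved *Cdkn1a* to 7.91 and *Tnfrsf12a* to 7.30.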

The quantitative increase in expression levels of many of these genes that were found to be upregulated in *Dnmt1*-KO varied widely (Fig. 4c).

**Fig. 4:**
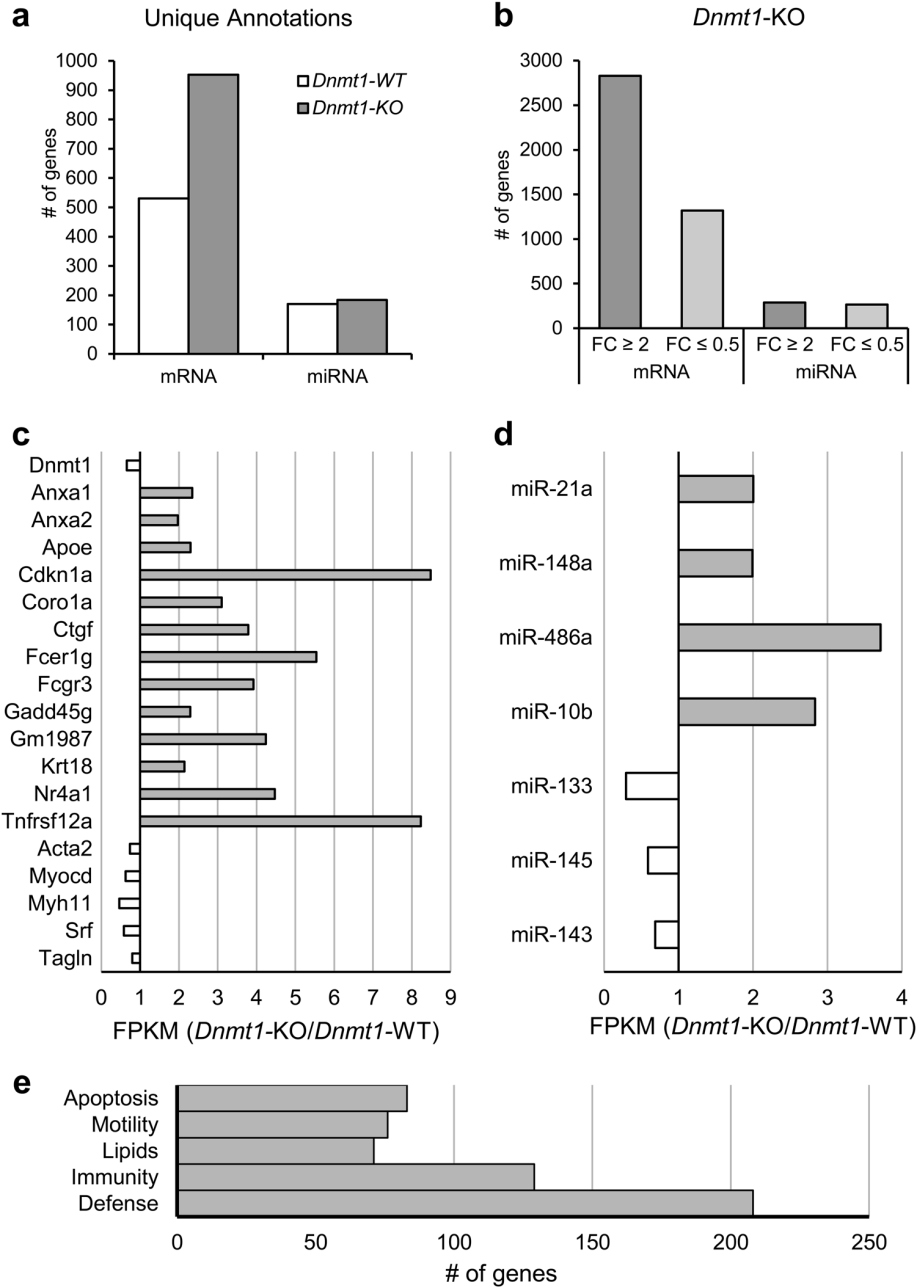
Transcriptomic analysis reveals dramatic changes of expression in *Dnmt1*-KO jejunal tunica muscularis. **a**,** b** The expression profile of *Dnmt1*-KO jejunal tunica muscularis shows a higher number of unique mRNA transcripts and more genes that increased their expression than reduced their expression when compared to *Dnmt1*-WT. Changes in overall miRNA expression were not as dramatic. **c** Increases in several genes associated with apoptosis or lipid processing were upregulated in *Dnmt1*-KO mice. Additionally, transcript levels of SMC markers *(Srf, Myh11*) are reduced along with the SRF transcriptional co-activator*, Myocd*. **d** Although overall miRNA changes are not as pronounced as mRNA changes in *Dnmt1*-KO mice, there are select miRNAs that increase their expression level. **e** A gene ontology evaluation uncovered the prevalence of five general categories enriched in *Dnmt1*-KO jejunal tunica muscularis with many genes relating to defense, immunity, lipids, motility, and apoptosis being found

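All 12 lipid terms of Supplementary Table 4 have a complete gene list, and together they hold 71 genes. Every one of the 71 genes had a ratio of *Dnmt1*-KO to *Dnmt1*-WT above 1, with a median of 2.72 and a range from 1.96 for *Dusp1* to 85.9 for *Hp*. *Apoc1*, a gene of the paper's qPCR primer table, was listed at 0.44 FPKM in the *Dnmt1*-WT library and 30.09 FPKM in the *Dnmt1*-KO library. Among the 71 genes, 4 belong to a list of adipocyte genes and 3 to a list of enterocyte genes drawn up for the closing section. The 3 terms on apoptosis or cell death hold 52 genes, whose ratios were also all above 1 and had a median of 2.74.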

We selected upregulated gene groups associated with lipids and apoptosis for further study. Oil red O staining of cross-sections from *Dnmt1-*KO mice confirmed an accumulation of lipids in their jejunal tunica muscularis (Fig. 5a), consistent with our mRNA-sequencing and GO term analysis. Next, we examined if *Dnmt1-*KO SMCs were undergoing apoptosis. DNA fragmentation is a hallmark of apoptosis^36^ and was observed in *Dnmt1-*KO tunica muscularis at P21 (Fig. 5b). Our transcriptome represents the entirety of the tunica muscularis where the main population of cells are SMCs. However, immune cell infiltration into the tunica muscularis may be responsible for the increases in genes associated with immunity and other GO categories. 

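Genes expressed in leukocytes and in macrophages were compared between the libraries through lists written from general knowledge before the data were examined. All 8 leukocyte genes were higher in the *Dnmt1*-KO library. *Ptprc*, which encodes CD45, rose from 0.8 to 2.71 FPKM, a ratio of 3.39. The median log2 ratio of the list, with 0.1 added to each FPKM, was 1.55. All 11 macrophage genes were higher as well, with a median of 1.46, and the most abundant were *C1qa*, from 31.57 to 125.26 FPKM, and *Lyz2*, from 27.84 to 112.85 FPKM. Both medians lay at the 100th percentile of 10000 random lists of as many genes matched on mean expression, which describes these 2 libraries and is not a test across mice. A pseudocount of 1 moved the leukocyte median most, to 1.22. The study's own selection of overexpressed genes in Supplementary Table 4 includes 3 of the leukocyte genes and 7 of the macrophage genes.

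**Figure D2:**
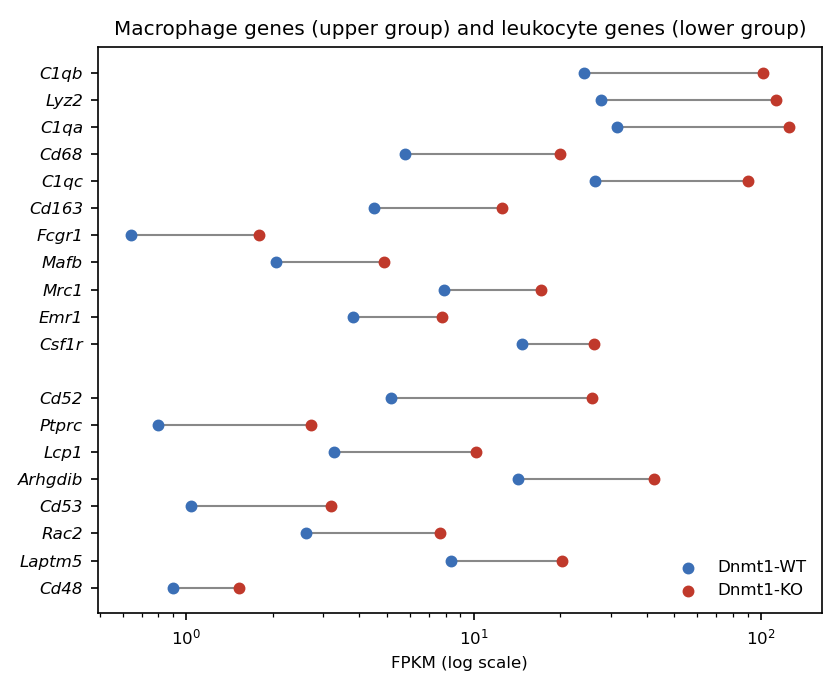
FPKM of 11 macrophage genes (upper group) and 8 leukocyte genes (lower group) on a log scale, with 1 point for the *Dnmt1*-WT library (blue) and 1 for the *Dnmt1*-KO library (red) joined by a line. The red point lies to the right of the blue point for every gene.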

With the use of flow cytometry, we removed cells from the tunica muscularis that were CD45^+^, a known marker of immune cells^37^, then selected for cells that were CD45^−^ and eGFP^+^ in P15 *Dnmt1-*KO and *Dnmt1-*WT. Indeed, the results of our flow cytometry identified ~5-fold increase in CD45^+^ cells within *Dnmt1-*KO tissue when compared to *Dnmt1-*WT mice while CD45^-^ and eGFP^+^ SMC were reduced ~3-fold (Supplementary Figure 5). Sorted CD45^-^, eGFP^+^ cells represented isolated SMCs. We confirmed that isolated SMCs from *Dnmt1-*KO mice had almost complete ablation of *Dnmt1*, significant reductions in *Myh11* and *Srf* expression, and dramatic increases in the pro-apoptotic genes *Gadd45g* and *Nr4a1* (Fig. 5d). However, we found other genes related to apoptosis and lipids upregulated in P15 tissue that were not upregulated in isolated *Dnmt1-*KO SMCs, indicating that their upregulation is likely due to immune cells infiltrating into the tunica muscularis (Fig. 5c, d).

**Fig. 5:**
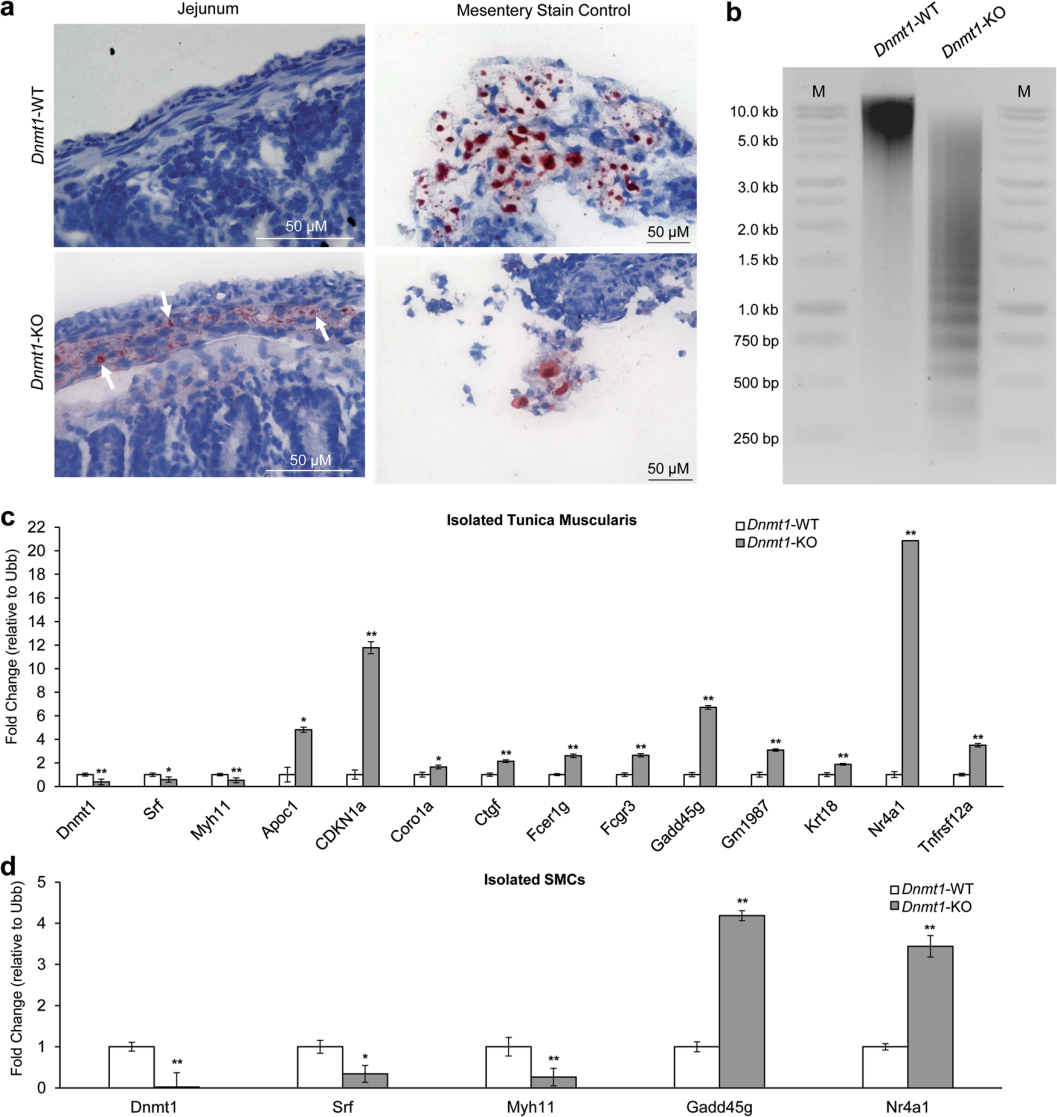
*Dnmt1*-KO tunica muscularis accumulates lipids, has increased expression in apoptotic genes and characteristic apoptotic DNA fragmentation. **a** Oil Red O staining of jejunal cross-sections reveals an accumulation of lipids in the muscle layer of *Dnmt1*-KO mice (white arrows; red stain) that is not seen in *Dnmt1*-WT mice. **b** At P21, a clear fragmentation of extracted DNA can be seen in the isolated tunica muscularis of *Dnmt1*-KO mice. Distinct fragmentation patterns of genomic DNA are generated due to cleavage at specific sites, a characteristic of apoptotic cells. **c** qPCR of isolated tunica muscularis at P15. As expected, *Dnmt1, Srf*, and *Myh11* all have significantly reduced expression in *Dnmt1*-KO tunica muscularis as well as significant increases in many genes linked with lipid processes and/or pro-apoptotic pathways (*n* = 4, error bars are SEM, *p < 0.05, **p < 0.01, unpaired *t*-test). **d** In isolated *Dnmt1*-KO SMC at P15, more dramatic losses of *Dnmt1, Srf*, and *Myh11* were observed as well as increases in the pro-apoptotic markers *Gadd45g* & *Nr4a1* (*n* = 2, error bars are SEM, *p < 0.05, **p < 0.01, unpaired *t*-test)*. Ubb* was used as an endogenous control in (**c**, **d**)

### Loss of *Dnmt1* induces global genomic CpG hypomethylation

Employing reduced representation bisulfite conversion sequencing, we discovered that ~90% (20,808) of annotated genes in *Dnmt1-*KO mice had at least one CpG site with significant demethylation in either their promoter (−1 kb of TSS), exons, or introns and ~17% (4,004) of genes had at least one CpG site with significant demethylation in all sites, encompassing their promoter, exons, and introns (Fig. 6a) with genomic hypomethylation being significant, on a genome-wide scale, across annotated promoter, exon, and intron CpG sites (Fig. 6d). None of these patterns were observed for genomic CHG or CHH (H can be A, C, or T) sites (Fig. 7a, b). Across the genome of *Dnmt1-*KO mice, there was a ~20% loss of CpG methylation (Fig. 6c) with a majority of genes reducing their average CpG methylation levels from 0.8–0.6 to 0.6–0.4 (Fig. 6b). We also observed CpG sites that were strongly hypermethylated in *Dnmt1*-KO mice, but these sites were considerably outnumbered by the amount of strongly hypomethylated CpG sites (Fig. 7c). We created browser tracks that visualize and quantify the changes in CpG methylation within the University of California, Santa Cruz (UCSC) genome browser^38^ for any annotated genomic site. In addition, we added transcriptome level RNA-sequencing (RNA-seq) data for both mRNA and miRNA from jejunal smooth muscle in both *Dnmt1-*KO and *Dnmt1-*WT mice (Supplementary Table 3) to the browser. The browser tracks were installed at our Smooth Muscle Transcriptome Project webpage: https://med.unr.edu/physio/transcriptome, entitled “UCSC Smooth Muscle Methylome Browser.” This browser provides a comprehensive reference for transcriptomic and genomic DNA methylation status at CpG sites in the jejunal smooth muscle of *Dnmt1*-WT and *Dnmt1*-KO mice. The browser can also interact with genome-level bioinformatics (e.g., ENCODE) data publically available in the UCSC Genome Browser. In *Dnmt1-*KO mice, *Nr4a1* has significant losses of methylation at its promoter as well as exons 1, 2, 5, and 6 and introns 5 and 6 (Fig. 6e), as shown on the browser (Fig. 6f), suggesting the expression of the pro-apoptotic *Nr4a1* could be regulated by CpG methylation levels controlled by DNMT1, agreeing with previous findings^39^. The entirety of our CpG methylomic results and analysis for every annotated promoter, exon, and intron can be found in Supplementary Table 5.

**Fig. 6:**
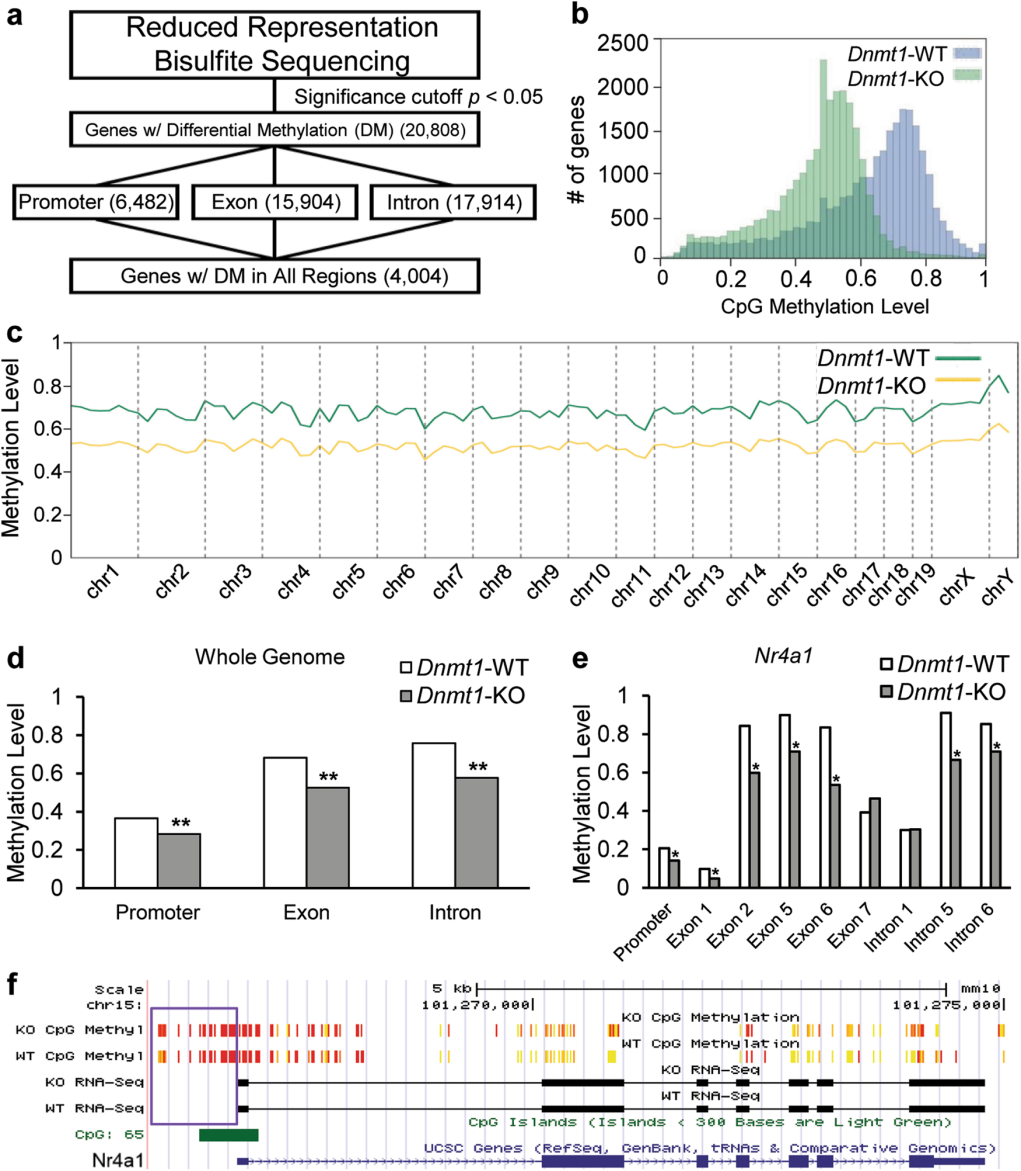
Loss of *Dnmt1* in GI-SMC causes global genomic CpG hypomethylation. **a** Reduced representation bisulfite sequencing of *Dnmt1*-KO mice compared to *Dnmt1*-WT mice demonstrates that most genes in *Dnmt1-*KO have at least one CpG site with significant levels of hypomethylation. **b** CpG methylation is reduced ~20% in *Dnmt1*-KO mice when compared to *Dnmt1*-WT mice. **c** While there is an ~20% reduction of CpG methylation in *Dnmt1*-KO mice, the patterns of methylation across each chromosome is not altered. **d** Globally, across the genome, CpG methylation is significantly reduced at promoters, exons and introns (**p < 0.00001, Fisher’s exact test). **e** Pro-apoptotic marker *Nr4a1* shows significant losses of methylation at various genomic locations, including the promoter and exon 1 (*p < 0.01, Fisher’s exact test). **f** A UCSC genome browser view of the *Nr4a1* gene with methylation tracks added (yellow=more methylated, red=less methylated) and the promoter region boxed in purple

**Fig. 7:**
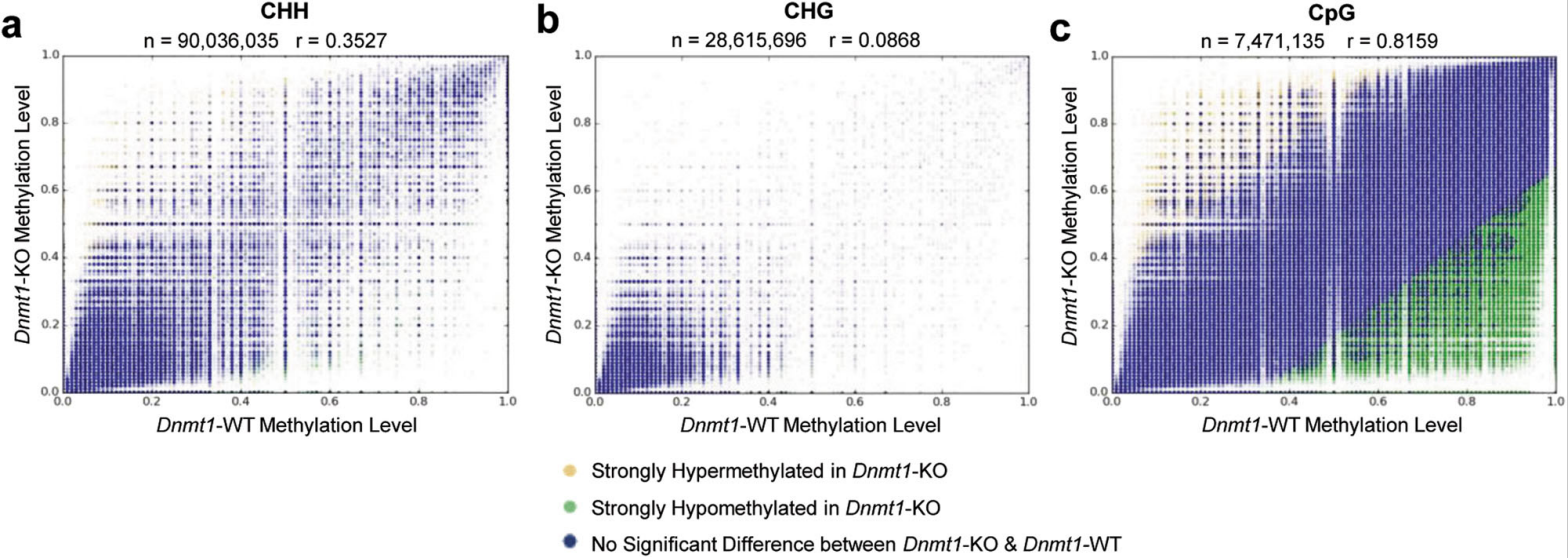
Only CpG sites show large loss of methylation in *Dnmt1*-KO. **a**,** b** While CHH sites and CHG sites did have individual sites that changed their methylation status in *Dnmt1*-KO mice, there was no strong genome-wide change in methylation status. **c** At CpG sites in *Dnmt1*-KO mice, there was marked hypomethylation at multiple site across the genome which was not observed in either CHH or CHG sites. Each dot represents an individual cytosine that mapped to both *Dnmt1*-KO and *Dnmt1*-WT samples; *r* is Pearson’s correlation coefficient and *n* is the total number of overlapping sites for each type of cytosine site

## Discussion

By eliminating *Dnmt1* from the murine genome in a SMC-restricted model, we showed the in vivo necessity of *Dnmt1* in the embryonic development of GI-SMCs. SMC-restricted congenital *Dnmt1-*KO mice have shortened GI tracts, and lose their tunica muscularis by P21. *Dnmt1-*KO GI-SMC have significant genomic CpG demethylation, a loss of intercellular connectivity, decreases in necessary SMC transcripts (*Myh11, Srf*, miR-133, miR-143/145), and increases in both pro-apoptotic genes (*Gadd45g, Nr4a1*) and miRNAs associated with changes in cellular identity (miR-21a, -148a, -186a, -10b). In fact, we found aberrant hypermethylation flanking a CArG box (CCATATAAGG: antisense) and SRF binding site found within the second intron of *Srf* in *Dnmt1*-KO (Supplementary Figure 6) that may have contributed to the reduction *Srf* expression, thus increasing the apoptotic potential of *Dnmt1*-KO SMC. Our results are similar to both congenital and inducible intestinal epithelial cell-specific *Dnmt1*-KO models. Both models show genomic hypomethylation, DNA damage, and increased apoptosis in affected *Dnmt1* knockout cells^40,41^. In the congenital intestinal epithelial model, only 35% of *Dnmt1* knockout mice live until P20, similar to our SMC-restricted *Dnmt1*-KO mice which die around P21 and none have ever survived past P24. When *Dnmt1* is inducibly ablated from intestinal epithelial cells at later stages of development, the mouse does not die and sees an increase in *Dnmt3b* expression, which also directly compensated for the loss of DNA methylation due to the knockout of *Dnmt1*. This pattern of compensatory DNMT isoform induction due to loss of a separate DNMT could potentially be why we see increased DNMT3A seen during development in our *Dnmt1*-KO mice, as DNMT3A has been shown to be able to maintain methylation patterns in mouse embryonic stem cells lacking DNMT1^42^.

While it is clear that GI-SMCs in congenital *Dnmt1-*KO mice are undergoing remodeling and apoptosis, it is not clear what the causative insult of these changes is, and it is more likely a combination of several pro-apoptotic influences including genomic CpG hypomethylation, epigenome modulation, lack of cellular connectivity, upregulation of pro-apoptotic genes/miRNAs, downregulation of required SMC proteins/miRNAs, exposure to lipoproteins, and chromosomal instability. As it pertains to pro-apoptotic genes upregulated in *Dnmt1*-KO SMCs, *Gadd45g* is a marker of DNA damage, activator of the p38/c-Jun N-terminal kinase apoptotic pathway^43^ and has been correlated with increased expression in a double knockout of *DNMT1* and *DNMT3B *in vitro^44^. *Nr4a1* is an orphan nuclear receptor that has been shown to be regulated by DNMT1 and the methylation level of its promoter region^39^. Expression of *Nr4a1* is associated with an induction of apoptosis through multiple pathways^45^, as well as direct inhibition of the growth of SMCs^46^. As for genomic CpG hypomethylation, it is likely a causative feature involved in the transcriptomic remodeling of mRNA and miRNA expression, but probably does not account for all changes. Only about 10% of all miRNAs have been shown to change expression based on levels of DNA methylation^47^, denoting a secondary role of DNMT1 in regulating miRNA expression in GI-SMCs. DNMT1 interacts with up to 58 transcription factors^48^, and many epigenetic modifiers^49^, and thus it is probable that loss of *Dnmt1* has downstream deleterious consequences outside of genomic hypomethylation. Furthermore, in *Dnmt1*-null cells, DNA mismatch repair is impeded and microsatellite instability increases ~4-fold^50^, indicating a pivotal, methylation-independent role of DNMT1 in DNA damage repair. While previous in vitro studies of complete *Dnmt1* knockout in mouse embryonic stem cells have reported more dramatic genomic CpG methylation reductions from ~75% to ~18%^51^ or lower at specific sites^52^, cell-selective in vivo knockout of *Dnmt1* in intestinal epithelial results in CpG methylation reductions from ~75% to ~45%^40,41^, similar to our own in vivo findings (Fig. 6c).

Additionally, the observed lack of nuclear/nucleolar organization in electron microscopy images of *Dnmt1*-KO could be indicative of catastrophic chromosomal instability. 

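Genes of the CIN25 signature, which are expressed in dividing cells, were written as mouse symbols from the published signature, and all 25 were listed. A ratio of *Dnmt1*-KO to *Dnmt1*-WT above 1 was found for 23 of them. *Rnaseh2a* fell from 5.44 to 4.67 FPKM and *Cct5* from 122.32 to 115.63 FPKM. The median log2 ratio, with 0.1 added to each FPKM, was 0.60, at the 100th percentile of 10000 random lists matched on mean expression. The increase was modest for most genes, since 3 of the 25 had a log2 ratio of 1 or more. *Ube2c* rose most, from 15.43 to 39.66 FPKM, followed by *Ccnb2*, from 4.6 to 10.51 FPKM, and *Espl1*, from 0.75 to 1.79 FPKM. Dividing each library by its FPKM sum left 21 genes with a ratio above 1. The values come from whole tunica muscularis, in which dividing cells of any type contribute.

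**Figure D3:**
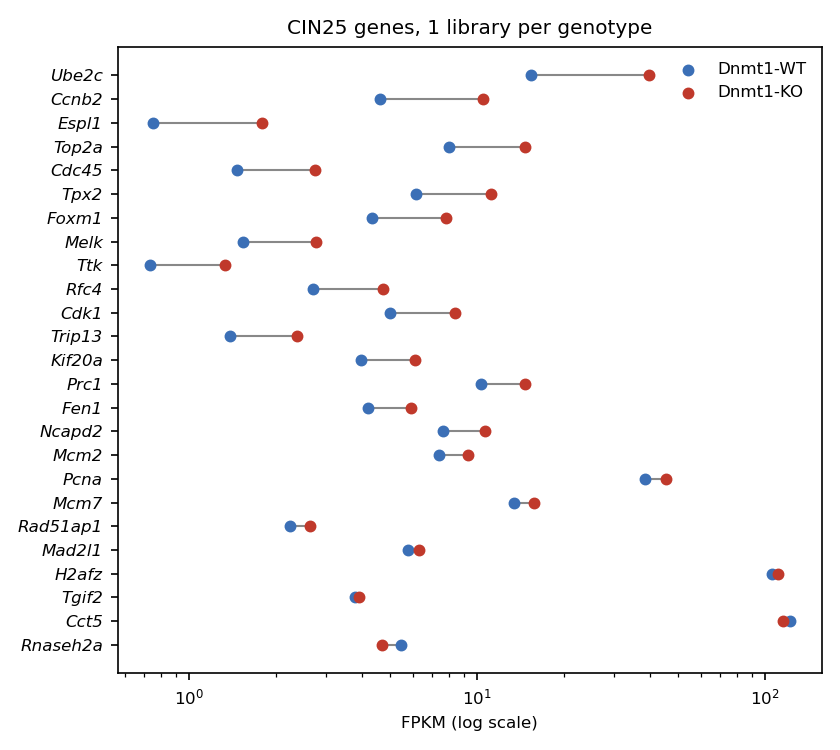
FPKM of the 25 CIN25 genes on a log scale, with 1 point for the *Dnmt1*-WT library (blue) and 1 for the *Dnmt1*-KO library (red) joined by a line, ordered by log2 ratio. The 2 genes with a lower value in the *Dnmt1*-KO library are at the bottom.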

Of the 25 genes in the CIN25 gene signature of chromosomal instability^53^, 23 were found to be upregulated in *Dnmt1*-KO smooth muscle tissue (data not shown). We were also able to show that congenital *Dnmt1-*KO mice have reduced levels of all TET proteins, and thus it is likely that *Dnmt1-*KO mice cannot properly regulate 5-hmc or 5-mc levels, causing dysregulation of the entire DNA methylation apparatus. We also showed that expression levels of DNMT1 and TET3 are associated and correlated within the inflamed tunica muscularis of colorectal cancer tissue as well as in the jejunal tunica muscularis of both *Dnmt1*-WT and *Dnmt1*-KO mice. Further studies are needed to elucidate the associations and interactions between DNMT1 and TET3 in inflamed and injured smooth muscle.

Most surprisingly, *Dnmt1-*KO SMC show an accumulation of lipids and lipid associated transcripts within their tunica muscularis. Many of the genes upregulated in our transcriptomic analysis are commonly associated with vSMC containing atherosclerotic plaques^54^. In vSMC, lipoproteins, based on oxidation status, have been implicated in changing the phenotypic identity of SMCs into either a proliferative or apoptotic fate^55^.

In conclusion, the lack of *Dnmt1* in GI-SMC resulted in an inability to maintain de novo methylation patterns and the consequences of this loss become exacerbated with each round of mitotic division. As can be surmised, further research into all observed phenotypic aspects of *Dnmt1*-KO is necessary to understand all cellular consequences of DNMT1 deficiency.

## Methods

### Mice

In a C57BL/6 background, smMHC^Cre-eGFP/+^ mice^24^ were crossed with Dnmt1^loxllox^ mice^25^ to make smDnmt1^-/-;Cre-eGFP/+^ mice. PCR confirmed genotypes (Supplementary Figure 1). Primer sequences are found in Supplementary Table 2. Mice were bred, maintained, and euthanized following guidelines set by the Institutional Animal Care and Use Committee at the University of Nevada-Reno Animal Resources.

### Human tissue

Isolated human GI smooth muscle tissue sections were donated by Dr. Kent Sasse (Sasse Surgical Associates) and Dr. Laren S. Becker (Stanford University School of Medicine). Use of human tissue was approved by the Institutional Review Board at the University of Nevada, Reno.

### Tissue isolation and preparation

The GI tract was extracted into 1× Hank’s Calcium Free Buffer. Tissue then underwent one of two processes: (1) smooth muscle isolation and (2) whole tissue preparation for cross-sectioning. (1) The muscle layer was peeled from the mucosa for use in extractions/experiments. (2) The tissue was fixed in 4% paraformaldehyde (PFA), a dehydration in 20% sucrose/1× phosphate-buffered saline (PBS), then placed in 1:1 OCT/20% sucrose and super-cooled by liquid nitrogen. Using a cryostat microtome (Leica, Wetzlar, Germany), 8 µM thick tissue sections were cut onto slides coated with VectaBond (Maravai Biosciences, San Diego, CA, USA), and allowed to dry. Prepared slides were used for downstream immunohistochemical/histological staining.

### Isolation of total and small RNAs

Isolated muscle tissue was placed in lysis buffer and homogenized by bead beating in an air-cooled Bullet Blender Storm (Next Advance, Troy, NY, USA). Total RNAs and miRNAs were isolated from smooth muscle and sorted SMCs using mirVana miRNA Isolation Kit (Ambion, Foster City, CA, USA) as previously described^56^. Extracted total RNAs and small RNAs were used for quantitative PCR (qPCR) and RNA-seq.

### Quantitative PCR

Extracted total RNA was reverse transcribed into complementary DNA (cDNA) using SuperScript III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA), after DNA removal with DNA*-*free DNA Removal Kit (Ambion). cDNA samples were then quantified, diluted, and tested for quality. Standard qPCR protocol was carried out on a 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) as previously described^56^. Primer sequences are found in Supplementary Table 2.

### Immunohistochemistry

Slides were exposed to 1× Tris-buffered saline (TBS)/0.1% Tween 20 followed by exposure to 4% milk/1× TBS/0.1% Tween 20. Slides were then incubated at 4 °C with 1° antibody. The following day, slides were incubated with 2° antibody at room temperature. After washing the slides in 1× TBS, the slides were mounted and allowed to cure. See Supplementary Table 2 for antibodies/dilutions. Slides were imaged with an Olympus FluoView FV1000 (Tokyo, Japan) confocal microscope.

### Hematoxylin and eosin staining

Cross-section slides were exposed to hematoxylin, rinsed with water, and then stained in eosin Y. After several dehydrating baths of increasing ethanol (EtOH) concentration (80%, 95%, 100%) and two terminal xylene baths, the slides were mounted and allowed to cure. Slides were imaged with an Olympus BX43 (Tokyo, Japan) brightfield microscope.

### Oil Red O staining

Cross-section slides were exposed to pure propylene glycol, then moved to 0.5% Oil Red O solution at 60 °C followed by soaking in 85% propylene glycol. slides were then rinsed and counterstained with hematoxylin, rinsed with water, then mounted with aqueous mounting reagent and allowed to cure. Slides were imaged with a Keyence BZ-x710 (Osaka, Japan) brightfield microscope.

### Electron microscopy

Whole jejunum and colon tissue were fixed (3% glutaraldehyde and 4% PFA in 0.1 M phosphate buffer) for several days at room temperature. Specimens were then fixed in 1% OsO_4_ at 4 °C, rinsed in distilled water, then block stained with saturated aqueous uranyl acetate solution, followed by dehydration in a graded series of EtOH and finally embedded in EPON 812. Ultrathin sections were stained with uranyl acetate and lead citrate and then examined using a Hitachi H-7650 (Tokyo, Japan) microscope.

### Western blot

Isolated SM tissue was ground by mortar and pestle in modified RIPA buffer. Transferred polyvinylidene fluoride membranes were pre-blocked in 5% milk, then exposed to 1° antibody at 4 °C in 2% milk/0.05% Tween 20 at varying dilutions. The membranes were exposed to 2° antibody at room temperature. All antibodies used can be found in Supplementary Table 2. Imaging by UVP EC3 (Upland, CA, USA) Imaging system. Quantification of western blot banding patterns was done using ImageJ and histograms were produced in SigmaPlot (Systat, San Jose, CA, USA).

### DNA methylome

Genomic DNA was isolated from jejunal tunica muscularis at P15 (2 males and 2 females for both *Dnmt1-*KO and *Dnmt1*-WT; *n* = 4) using Qiagen (Hilden, Germany) AllPrep DNA spin columns. DNA samples were pooled and shipped to Zymo Research Corporation (Irvine, CA, USA) where the samples underwent Methyl-MidiSeq which involves genomic DNA extraction, fragmentation, end modification, bisulfite conversion, limited amplification, and sequencing. After sequencing, bioinformatic processing was utilized in comparing amount of methylation at CpG, CHH, and CHG sites between *Dnmt1-*WT and *Dnmt1-*KO samples. Methylation ratios were calculated (methylated cytosines/total cytosine reads) for individual sites and then averaged across regions (exons, introns, promoters = −1 kb of TSS). These averages were then used in Fisher’s exact test to quantify significant changes (*p* < 0.05) in methylation. The reference genome used was GRCm38/mm10. The data from our bisulfite conversion sequencing were submitted to the Gene Expression Omnibus (GEO) repository with the following accession numbers: GSM2947783, *Dnmt1*-WT jejunum; GSM2947784, *Dnmt1*-KO jejunum.

### RNA sequencing

Total RNAs and small RNAs isolated from *Dnmt1-*KO and *Dnmt1-*WT jejunal tunica muscularis at P15 (2 males and 2 females for both *Dnmt1-*KO and *Dnmt1*-WT; *n* = 4) were shipped to LC Sciences (Houston, TX, USA) where mRNA-seq and miRNA-seq were performed. Sequencing data analysis, alignments, annotations, and bioinformatics processing were carried out as previously described^57^. The reference genome used was GRCm38/mm10. Our RNA-seq data for both mRNA and miRNA were submitted to the GEO repository with the following accession numbers: GSM2936348, *Dnmt1*-WT jejunum mRNA; GSM2936349, *Dnmt1*-KO jejunum mRNA; GSM2936350, *Dnmt1*-WT jejunum miRNA; GSM2936351 *Dnmt1*-KO jejunum miRNA.

### Cell sorting

Cells were dispersed as previously described^58^. Cells were incubated with APC-Cy7 Anti-CD45 (Biolegend, Clone 30-F11, 1.0 μg/mL; San Diego, CA, USA) followed by washing with PBS/1% FBS. Resuspended cells had Hoechst 33258 (1 μg/mL) added as a viability marker. Cells were sorted and analyzed using the BD Biosciences (San Jose, CA, USA) FACSAria II Special Order Research Product with a 130 μm nozzle with sheath pressure at 12 psi. The 355 nm laser excited Hoechst 33258 with a 450/50 nm bandpass filter. The eGFP was excited using a 488 nm laser with a 530/30 nm bandpass filter. A neutral density filter 2 was used on the forward scatter detector due to the high forward scatter properties. Cells that were CD45^-^ and eGFP^+^ were sorted into PBS/1% FBS. Acquisition was performed on BD FACSDiva 8.0 and TreeStar Flowjo (Ashland, OR, USA) was used to generate figures.

## Electronic supplementary material

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

Supplementary Fig. 4

Supplementary Fig. 5

Supplementary Fig. 6

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Information

# Supplementary material for: DNA methylation, through DNMT1, has an essential role in the development of gastrointestinal smooth muscle cells and disease
**Source:** Cell Death Dis. 2018 Apr 27;9(5):474. doi: 10.1038/s41419-018-0495-z
**Supplement:** Supplementary file 7 — Supplementary Table 1

**Supplementary Table 1.** Sequencing results of transcriptome (mRNA and miRNA) and DNA methylome from *Dnmt1*-WT and *Dnmt1*-KO tunica muscularis

***mRNA-Seq summary***

| Sample | **Total reads** | **Mapped reads** | **Annotated genes** |
| --- | --- | --- | --- |
| *Dnmt1*-WT | 341,290,850 | 291,592,121 | 16,632 |
| *Dnmt1*-KO | 252,046,246 | 206,053,958 | 17,055 |

***miRNA-Seq summary***

| **Sample** | **Total reads** | **Mapped reads** | **Annotated genes** |
| --- | --- | --- | --- |
| *Dnmt1*-WT | 11,100,926 | 5,725,664 | 956 |
| *Dnmt1*-KO | 10,221,072 | 4,768,158 | 979 |

***Methyl-MidiSeq summary***

| **Sample** | **Total Read (pairs)** | **Mapping** | **Unique CpGs** | **Average CpG coverage** | **Bisulfite conversion rate** |
| --- | --- | --- | --- | --- | --- |
| *Dnmt1*-WT | 240,783,359 | 53% | 15,259,699 | 9X | 99% |
| *Dnmt1*-KO | 237,493,706 | 53% | 14,680,291 | 11X | 99% |

# Supplementary material for: DNA methylation, through DNMT1, has an essential role in the development of gastrointestinal smooth muscle cells and disease
**Source:** Cell Death Dis. 2018 Apr 27;9(5):474. doi: 10.1038/s41419-018-0495-z
**Supplement:** Supplementary file 8 — Supplementary Table 2

**Supplementary Table 2.** List of oligonucleotides and antibodies used in this study

***Oligonucleotides***

| **Genotyping Primers** | **Sequence (5’ to 3’)** | **Size (bp)** |
| --- | --- | --- |
| Dnm-gt-1 | GCCAGTTGTGTGACTTGGAAACC | 189 WT / 230 lox |
| Dnm-gt-1r | CTTGACTTTAGCCAGGTAGCC |  |
| Dnm-gt-1 | See above | ~490 KO |
| Dnm-gt-3r | GACTTGCAAAGTGGCAGGCAAG |  |
| Cre-2 | GCATGGTGCAAGTTGAATCGG | 140 |
| Cre-2r | GACCGACGATGAAGCATGTTTAGC |  |
| eGFP-2 | CTGACCCTGAAGTTCATCTGC | 130 |
| eGFP-2r | GACTTGAAGAAGTCGTGCTGC |  |
| **qPCR Primers** | **Sequence** | **Size (bp)** |
| Apoc1 Fwd | TCCTGATTGTGGTCGTAGCC | 80 |
| Apoc1 Rev | CTCCAATGTTCCGGACAAATCC |  |
| mCdkn1a-1 | GAACATCTCAGGGCCGAAAACG | 99 |
| mCdkn1a-1r | GGGCACTTCAGGGTTTTCTCTTG |  |
| Coro1a Fwd | CGCTCGCAGAAGAGCTACA | 82 |
| Coro1a Rev | ATTCCTCACGTCCTCCTCCA |  |
| Ctgf Fwd | AAGCTGACCTGGAGGAAAACA | 93 |
| Ctgf Rev | TGCAGCCAGAAAGCTCAAAC |  |
| Fcer1g Fwd | GTTCTTGCTCCTTTTGGTGGAA | 74 |
| Fcer1g Rev | GGACAGCATCCAGGATATAGCA |  |
| Fcgr3 Fwd | TCAGAATGCACACTCTGGAA | 82 |
| Fcgr3 Rev | ACTCTGCCTGTCTGCAAA |  |
| Gadd45g Fwd | AGAAGTCCGTGGCCAGGATA | 77 |
| Gadd45g Rev | GAAGTTCGTGCAGTGCTTTCC |  |
| Gapdh Fwd | CAAGGTCATCCCAGAGCTGAA | 82 |
| Gapdh Rev | CAGATCCACGACGGACACA |  |
| Gm1987 Fwd | ACACACACAGACCCCAACTT | 79 |
| Gm1987 Rev | GCCATGATTGTGGTTGAGTTGA |  |
| Krt18 Fwd | TCGAGGCACTCAAGGAAGAA | 79 |
| Krt18 Rev | GCAATCTGGGCTTCCAGAC |  |
| Myh11 Fwd | CCCAAGCAGCTAAAGGACAA | 76 |
| Myh11 Rev | AGGCACTTGCATTGTAGTCC |  |
| Nr4a1 Fwd | CAATGCTTCGTGTCAGCACTA | 104 |
| Nr4a1 Rev | TGTTTGCCAGGCAGATGTAC |  |
| Srf Fwd | ATCTGACAGCAGTGGGGAAA | 86 |
| Srf Rev | TCTGGATTGTGGAGGTGGTAC |  |
| Tnfrsf12a Fwd | TCGGGACCGGCAATCA | 80 |
| Tnfrsf12a Rev | ATCAACACCAAGCCGAATCC |  |
| Ubb Fwd | ATTCGGTCTGCATTCCCAGT | 65 |
| Ubb Rev | AATTGGGGCAAGTGGCTAGA |  |

***Antibodies***

| **Antibody^1^** | **Vendor (Item #)** | **Reactivity** | **Host** | **Clonality** | **MW^2^** | **Concentration** |
| --- | --- | --- | --- | --- | --- | --- |
| DNMT1  DNMT3a  DNMT3b  TET1  TET2  TET3  SRF  MYH11 (IHC)  MYH11 (WB)  SM22a  UBE1  Alexa^TM^ 594  Alexa^TM^ 488 | Santa cruz Biotech. (sc20701)  Santa cruz Biotech. (sc20703)  Abcam (ab16049)  Active motif (61443,611444)  Santa cruz Biotech. (sc136926)  GeneTex (GTX121453)  Santa cruz Biotech. (sc13029)  Santa cruz Biotech. (sc79079)  Abcam (ab124679  Abcam (ab124964)  Proteintech Group (15912-1-AP)  Jackson Immunoresearch (805-585-180)  Thermo-Fisher (A-11055) | Human, Mouse  Human, Mouse  Human, Mouse  Human, Mouse  Human, Mouse  Human, Mouse  Human, Mouse, Rat  Human, Mouse  Human, Mouse  Human, Mouse, Rat  Human, Mouse, Rat  Goat  Goat | Rabbit  Rabbit  Rabbit  Rabbit  Rabbit  Rabbit  Rabbit  Goat  Rabbit  Rabbit  Rabbit  Bovine  Donkey | Polyclonal  Polyclonal  Polyclonal  Polyclonal  Polyclonal  Polyclonal  Polyclonal  Polyclonal  Monoclonal  Polyclonal  Polyclonal  Polyclonal  Polyclonal | 184  101  95  223  212  194  51  NA  200  42  118  NA  NA | 1:100  1:100  1:100  1:100  1:100  1:100  1:500  1:200  1:500  1:2000  1:500  1:500  1:500 |

^1^IHC: Immunohistochemistry; WB: Western blot

^2^MW: Molecular weight (kDa)

# Supplementary material for: DNA methylation, through DNMT1, has an essential role in the development of gastrointestinal smooth muscle cells and disease
**Source:** Cell Death Dis. 2018 Apr 27;9(5):474. doi: 10.1038/s41419-018-0495-z
**Supplement:** Supplementary file 12 — Supplementary Information

**Supplementary Information**

**Supplementary Figure 1. PCR genotyping confirmation of *Dnmt1*-KO.** **a** Primers (Dnm-gt-1, Dnm-gt-1r) were designed to flank the inserted loxp sites between exon 3 and 4 (black boxes). A wild-type allele amplifies an amplicon of 189 bp while the inserted loxp site increases the amplicon length to 230 bp. To confirm excision of exons 4 & 5, primers (Dnm-gt-1, Dnm-gt-3r) were designed to amplify an amplicon of ~490 bp if knockout indeed occurred. **b**, **c** 2% agarose gel showing characteristic banding patterns for *Dnmt1*^-/-^, *Dnmt1*^+/-^ and *Dnmt1*^+/+^ for each previously listed primer set. The combination of a homozygous lox band (230 bp; Dnm-gt-1/1r), a knockout band (~490 bp; Dnm-gt-1/3r) and the presence of Cre (140 bp; Cre-2/2r, not pictured), as well as eGFP (130 bp; eGFP-2/2r, not pictured) bands was required for PCR confirmation of knockout.

**Supplementary Figure 2. Loss of smooth muscle layer in *Dnmt1*-KO.** **a** H+E images showing the loss of both the circular (black bars) and longitudinal (red bars) muscle layers in *Dnmt1*-KO mice. Scale bar (grey) is 10 µM. **b** The circular layer is the most drastically lost beginning at P18 yet it does not become a significant level of thinning until P21 (n=4, error bars are SD, ** = p < 0.01, unpaired t-test). **c** Similar to the circular layer, the longitudinal layer reaches significant levels of thinning at P21 (n=4, error bars are SD, * = p < 0.05, unpaired t-test). **d** Confocal images, in agreement with H+E images, showing the loss of the tunica muscularis through MYH11 staining in *Dnmt1*-KO mice beginning at P15 and confirms that *Dnmt1*-KO mice have no noticeable levels of MYH11 expression by P21. Scale bar (white) is 20 µM.

**Supplementary Figure 3. Expression profiles of smooth muscle markers and pro-apoptotic genes in the tunica muscularis of *Dnmt1*-WT and *Dnmt1*-KO mice**. *Dnmt1* shows significant loss at E18 and progressively loses expression over time in *Dnmt1*-KO mice while *Srf* and *Acta2* are not significantly lost until P15. Interestingly, *Myh11* begins to have a significant loss of expression at P9 that continues to wane through to P15 indicating that expression of *Myh11* can be regulated in a Srf-independent manner in *Dnmt1*-KO mice. Both pro-apoptotic genes found to be highly expressed in *Dnmt1*-KO isolated SMC, *Nr4a1* and *Gadd45g*, have at least a 4 fold increase in expression by P15 in *Dnmt1*-KO mice with *Nr4a1* showing significant increases in expression by P9. (n=3, error bars are SEM, * = p <0.05, ** = p <0.01, unpaired t-test)

**Supplementary Figure 4. A breakdown of the specific locations of significant hypomethylation within genes found to be upregulated in the tunica muscularis of *Dnmt1*-KO mice.** Overexpressed genes in *Dnmt1*-KO mice (392: FPKM > 10, >1 fold increase) were selected and analyzed for changes in CpG methylation. A majority of the upregulated genes found to have some level of hypomethylation (365/392), were found to have significant demethylation levels in both their exons and introns (219) with genes only having exons demethylated coming in next (66) followed by genes with hypomethylation in their promoters, introns, and exons (63), introns alone (11), and hypomethylation at only promoters and exons (6). There were no genes that only had their promoter demethylated or a combination of only promoter and intron demethylation.

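The criteria in the legend leave open in which library the FPKM must exceed 10 and how the fold increase is counted. With an FPKM above 10 required in both libraries, 156 genes had a ratio of *Dnmt1*-KO to *Dnmt1*-WT above 2. An increase counted as any ratio above 1 gave 3324 genes with a *Dnmt1*-KO FPKM above 10. Scaling the libraries to a median log2 ratio of 0 across genes gave 392 genes, and so did a ratio rounded to 1 decimal of 2.0 or more, a criterion chosen after the data were seen. Of the 286 genes in the lists of Supplementary Table 4, 274 were overexpressed by the unrounded ratio without scaling, 283 after scaling and all 286 by the rounded ratio. The gene lists of Supplementary Table 4 include genes with ratios as low as 1.96. Positions of demethylated CpG sites were not analysed here.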

**Supplementary Figure 5. *Dnmt1*-KO SMC lose eGFP and gain CD45^+^.** Of the cells isolated from the tunica muscularis through flow cytometry, 97.3% of cells in *Dnmt1*-WT are CD45^-^, and of those CD45^-^ cells, 35.3% of them had strong eGFP expression. These CD45^-^, eGFP^+^ cells represent isolated SMC. In cells isolated from the tunica muscularis of *Dnmt1*-KO mice, only 87.3% of all cells were CD45^-^ (approximately 5 fold increase in CD45^+^ cells) and of those CD45^-^ cells, only 10.6% of them had strong eGFP expression, indicating that the tunica muscularis is losing SMC and gaining cells of a hematopoietic lineage.

**Supplementary Figure 6. Intronic CArG box in *Srf* has surrounding aberrant CpG hypermethylation in *Dnmt1*-KO.** **a** ChIP-Seq results from C2C12 myocytes showing SRF binding sites, including the promoter region and a binding site in the second intron (red box). mm9 was used as reference genome as ChIP-Seq data for SRF is not available for mm10, and mm10 was used for all other sequencing/imaging. **b** This same *Srf* intronic region in *Dnmt1*-KO shows unexpected hypermethylation (purple box; yellow indicates higher levels of methylation, red indicates lower). *Dnmt1*-KO mice also show a complete loss of the *Srf* transcript, TCONS_00032633. *Srf* is transcribed from the antisense strand. **c** Expanded view of *Srf* intronic region. The CArG box found within this intronic region (sequence boxed in blue: CCATATAAGG in antisense strand) is flanked by hypermethylated CpG sites (blue ovals) in *Dnmt1*-KO (green box) that is not observed in *Dnmt1*-WT mice. This abnormal CpG hypermethylation could reduce access for transcription factors (including SRF itself), thus, reducing transcript levels of *Srf*, possibly contributing to the elimination of the transcription of TCONS_00032633 in *Dnmt1*-KO mice resulting in the exaggerated phenotypic symptoms seen from P15-P21.

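The deposited table gives the number of *Srf* transcript variants found in each library without naming them, and that number was 3 in the *Dnmt1*-WT library and 2 in the *Dnmt1*-KO library. Across genes above 0 FPKM in both libraries with 3 variants in the *Dnmt1*-WT library, 729 of 2540 had fewer in the *Dnmt1*-KO library and 322 had more. FPKM per variant were not analysed here. The GENCODE annotation of GRCm38 used here (release M21) has 4 *Srf* transcripts on the minus strand of chromosome 17. The second intron of the transcript with 7 exons extends from 46551793 to 46553559.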

**Supplementary Table 1.** Sequencing results of transcriptome (mRNA and miRNA) and DNA methylome from *Dnmt1*-WT and *Dnmt1*-KO tunica muscularis

**Supplementary Table 2.** List of oligonucleotides and antibodies used in this study

**Supplementary Table 3.** Expression profiles of mRNA-seq (**a**) and miRNA-seq (**b**) between *Dnmt1-WT* and *Dnmt1-KO* tunica muscularis

**Supplementary Table 4.** List of gene ontology (GO) terms derived from functional categories associated with genes upregulated in *Dnmt1-KO* tunica muscularis

**Supplementary Table 5.** Analysis of genomic CpG methylation in promoter (**a**), exonic (**b**), and intronic regions (**c**) between *Dnmt1-WT* and *Dnmt1-KO* tunica muscularis

How the deposited data were processed for this re-analysis (not part of the article)

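The data analysed here are the mRNA-seq values of jejunal tunica muscularis from *Dnmt1*-WT and *Dnmt1*-KO mice at P15, with 1 library for each genotype and 4 mice, 2 male and 2 female, behind each according to the paper. The miRNA, methylation, qPCR, western blot and flow cytometry data of the paper were not analysed here. The authors' processing, as far as the paper and the labels state it, consisted of TruSeq RNA libraries, mapping to GRCm38 and expression per gene in FPKM. The paper names neither the tool that computed the FPKM nor its version in its text. The deposited table holds, for each of 18159 gene symbols, the FPKM of each library, the number of transcript variants found in each library and the authors' ratio. The authors' deposited table gives a ratio for 9343 genes, none of them with a *Dnmt1*-KO FPKM under 5, and 37 of these differed by more than 0.06 from the ratio of the listed FPKM. The authors' ratios were not used further. No column of values lacked a sample. In the first part of Supplementary Table 3, of which 1997 rows are in the copy used here and 16162 are left out, all 1997 had the same FPKM after rounding.

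Sequencing depth is known only from the paper's Supplementary Table 1, which gives 85.4% of reads mapped for *Dnmt1*-WT and 81.8% for *Dnmt1*-KO. Read counts per gene are unknown, so no interval was computed. The lowest value above 0 was 0.03 FPKM in both libraries, and differences between 0 and values near it carry little weight.

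Samples were assigned to genotypes from the paper's methods and the sample labels. Because each genotype has 1 library, no test between genotypes was made and no p-value is given. Counts used the plain ratio of FPKM over genes above 0 in both libraries, with a ratio of 2 or more taken as at least doubled and 0.5 or less as at most halved. Within gene lists, genes above 0 in one library and at 0 in the other were counted too. Overexpressed genes were those with a *Dnmt1*-KO FPKM above 10 and a ratio above 2 or listed at 0 in the *Dnmt1*-WT library. Gene lists were summarised by the median log2 ratio of FPKM + 0.1, set against 10000 random lists of as many genes drawn from 20 equal bins of mean expression. The genes named in the text were chosen by a rule: the genes the paper names for its mRNA-seq, those of its qPCR primer table, members of a list where that list is described, and the 5 genes with the highest and the 5 with the lowest ratio of FPKM + 1 among genes with at least 10 FPKM in 1 library, without symbols starting with Mir, Snor, Scarna or Rn, which numbered 173. *Dusp1* (named for its ratio among the lipid genes), *Gm4262*, *Hbb-bs*, *Hbb-bt* and *Hp* fall outside this rule and were chosen after their values were seen.

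The lists fixed before the data were examined covered smooth muscle contractile genes, leukocytes, macrophages, T cells, B cells, mast cells, neutrophils, adipocytes, enterocytes, Paneth cells, goblet cells, pancreatic acinar cells, erythroid cells, endothelium, interstitial cells of Cajal, enteric neurons, enteric glia, mesothelium, fibroblasts, skeletal muscle, CIN25, germline genes silenced by DNA methylation, imprinted genes, *Xist*, Y-linked genes, cytosolic ribosomal protein genes, immediate early genes and p53 targets. Further lists, of adipocyte, pancreatic, crypt base columnar, testis somatic and dendritic cell genes, were written later but before the values of their genes were seen, and a list of MHC class II genes was written after. Lists with fewer than 3 members at 1 FPKM or more in at least one library are reported as too low to read.

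Alternatives fixed before the data were examined were the scaling between libraries (median centring, trimmed mean, upper quartile, FPKM sum, and FPKM sum without small RNA genes), filters on low values, the pseudocount, the treatment of genes listed at 0, the detection limit, the criteria for overexpression and small RNA genes. Small RNA genes stands here and below for symbols starting with Mir, Snor, Scarna or Rn. These starts also take in protein-coding genes such as *Rnaseh2a*. Centring on transcript GC content and on transcript length in 10 equal bins, and a ratio rounded to 1 decimal, were added after the data were seen. Transcript length and GC content came from GENCODE release M21, in which 17204 of the 18159 symbols are gene names, or 94.7%. With RefSeq names and synonyms, 18085 symbols were matched.

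Counting past a fold and the random lists were tested on simulated data. Of 100 genes raised and 100 lowered 4-fold in simulated libraries, 100 and 100 were found, with 68 calls among 17385 unchanged genes at the noise simulated. That noise was the same at every expression level, and the changed genes had a mean of at least 1 FPKM. The simulation therefore checks the counting itself and gives no error rate for the counts reported here. Of 200 simulated lists without a change, 13 lay above the 95th percentile, and of 200 lists raised by 1 on the log2 scale, 200 did. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and BLAST 2.17.0 were used.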

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

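The results in this part are signals in genes the paper does not discuss, higher in the *Dnmt1*-KO library than in the *Dnmt1*-WT library, which served as the control. The germline, adipocyte, Paneth cell, enterocyte and ribosomal protein lists were fixed before the data were examined. The lists of testis somatic, crypt base columnar and second adipocyte genes were written before the values of those genes were seen. All other tests of explanations in this part were chosen after the result was seen. No label or statement in the paper gives a batch, and with 1 library per genotype any difference in handling between the 2 samples is confounded with genotype throughout.

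Of 18 listed germline genes whose silencing is known to depend on DNA methylation, 14 were above 0 FPKM in the *Dnmt1*-KO library and listed at 0 in the *Dnmt1*-WT library, and 1, *Ddx4*, showed the opposite. The highest values were those of *Dpep3*, 6.75 FPKM, and *Tex19.1*, 2.07 FPKM. Depth does not account for the larger number of detected genes in the *Dnmt1*-KO library, since its mapped reads by the paper's figures were 0.707 times those of the *Dnmt1*-WT library. A general gain of weakly expressed genes also falls short: among 10000 random lists matched on mean expression the largest number of such genes was 11. RNA from testis would bring genes of its somatic cells. Of the 5 listed testis somatic genes, 2 at least doubled (*Dhh*, from 0.72 to 1.92 FPKM, and *Amh*, from 0.07 to 0.22 FPKM), while *Insl3* went from 0.67 to 0.54 FPKM and *Star* from 1.92 to 1.52 FPKM. This count falls between the outcomes set for it, and these genes are few and low. The germ cell gene *Sycp3*, on the germline list itself, fell from 0.81 to 0.09 FPKM. After GC centring the list median was 1.23, against 1.24 without it. The median is set largely by the pseudocount, and moved from 0.25 to 3.85 between a pseudocount of 1 and of 0.01. Loss of DNA methylation in *Dnmt1*-KO cells may contribute to this pattern, but it cannot be told apart from testis RNA by these genes. Methylation of these genes was not analysed here, and the pattern was found and tested on the same 2 libraries.

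The list of 10 adipocyte genes had a median log2 ratio of 3.64, with 9 genes at least doubled and 1, *Cidea*, lower. *Fabp4*, the most abundant, went from 103.72 to 874.84 FPKM, *Cfd* from 2.61 to 182.62 FPKM and *Adipoq* from 0.85 to 46.71 FPKM. The *Dnmt1*-WT library has 6 of the 10 at 1 FPKM or more, and 6 are among the genes in the Supplementary Table 4 lists. A lower share of smooth muscle cells would raise the genes of all other cells alike, but the 75th percentiles of the enteric neuron, enteric glia and mesothelium lists were 0.31, 1.30 and 0.16, and the 25th percentile of the adipocyte genes was 1.43. The second adipocyte list gave a mixed answer. Of its 8 genes, 6 were higher, and the list median was 1.40, at the 99.98th percentile of random lists. Only 4 genes at least doubled, among them *Mrap*, from 0.12 to 12.48 FPKM, and *Thrsp*, from 1.66 to 21.52 FPKM. *Plin4* and *Slc2a4* did not rise, and went from 32.27 to 30.34 FPKM and from 89.67 to 62.37 FPKM. Fat carried over with the tissue may be the source, and so may adipocytes or lipid metabolism within the *Dnmt1*-KO muscle wall. Whether RNA from adipocytes is the source at all cannot be told apart from a change in lipid metabolism, because the result of the second list falls between the outcomes set for it. That list was not made to separate fat carried over from adipocytes within the muscle wall, and with 1 library per genotype this stays open.

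All 8 Paneth cell genes were higher in the *Dnmt1*-KO library, with a median log2 ratio of 3.09. *Defa24* went from 12.43 to 125.32 FPKM and *Lyz1* from 1.17 to 13.61 FPKM. Of the list, 6 genes were at 1 FPKM or more in the *Dnmt1*-WT library and 5 are in Supplementary Table 4. Mucosa carried over with its usual mix of cells would raise enterocyte genes as much, but their 75th percentile was 1.09 and the 25th percentile of the Paneth cell genes was 2.70. The most abundant enterocyte gene, *Apoa4*, went from 208.37 to 433.8 FPKM. Reads shared between alpha-defensin copies would not raise other genes, but 3 of the 4 members outside that family at least doubled. Crypt bases carried over might raise Paneth cell genes in particular. The 6 crypt base columnar genes had a median of -0.20 and went both ways, *Olfm4* from 1.02 to 4.55 FPKM and *Smoc2* from 174.7 to 101.67 FPKM, so crypt bases and a change in Paneth cells themselves cannot be told apart.

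The 2 genes with the largest increase were *Gm11127*, at 277.16 FPKM in the *Dnmt1*-KO library against 1.09, and *A430078G23Rik*, at 472.04 against 3.37. *Gm11127* shares 317 bases at 97.8% identity with *Gm4262*, which went from 0.59 to 17.59 FPKM and was noticed after its values were seen. A stretch of at least 200 bases at 85% identity or more was found in transcripts of 26 genes above 0 FPKM. The pattern was first noticed in 7 genes, of which 4 carry the stretch and 3 do not. With these 4 set aside, the 10 genes with the stretch in the same direction as *Gm11127* had a median log2 ratio of 0.79, at the 99.8th percentile of random lists, with 4 at least doubled. The 12 genes with it in the opposite direction had a median of -0.04, at the 42.3th percentile, and went both ways. *Gm4262*, with a log2 ratio of 4.68, is 1 of the 4 set aside and carries the stretch in the opposite direction. With it included the median of that group was -0.01. Transcription from copies of the stretch in the same direction would leave the increase of *Gm4262* unexplained, and stays open for the others. Reads shared between copies cannot be excluded, since read positions were not analysed here, and what kind of element the stretch is was not looked up.

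Of the 84 cytosolic ribosomal protein genes, 79 were higher in the *Dnmt1*-KO library, and the median log2 ratio was 0.46. Short transcripts were higher in general, but the list lay at the 100th percentile of random lists matched on both transcript length and expression. This argues against the general trend with length as the whole cause. Length was matched in 10 equal bins, so a bias between transcripts within 1 bin was not tested. GC centring left a median of 0.44. Respiratory chain genes, picked by the start of their symbol and with assembly factors included, had a median of 0.00. These 74 genes were of similar length (median 581 bases against 638) and were chosen after their values were seen. Across the alternatives the ribosomal median ranged from 0.36 to 0.53. A change in growth or in the mix of cells stays open, and so does a difference in library preparation, neither of which was tested.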

How the results depend on the processing

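Counts of genes were taken as unchanged within 1.5 times the reported count, and ratios or list medians within 1.2-fold, since 1 library per genotype leaves no spread between replicates to judge by. No library could be left out, and no paired analysis was possible because each genotype has 1 library. Of 581 values recomputed for 66 results under 23 settings, 530 were unchanged by these limits, 44 moved and 7 changed direction. Scaling each library by its FPKM sum shifted the median log2 ratio of all genes by -0.10, with or without small RNA genes in the sum, and the other scalings shifted it by 0.03 to 0.06.

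The number of genes detected in each library, the number detected in the *Dnmt1*-KO library only, the losses of the 5 SMC markers and the CIN25 count and median stayed within these limits under every setting run for them. The loss of *Myh11* ranged from 47.1% to 56.4%, that of *Srf* from 39.0% to 47.8%, that of *Myocd* from 31.7% to 41.7%, that of *Acta2* from 21.7% to 30.8% and that of *Tagln* from 16.3% to 25.3%. The CIN25 median ranged from 0.47 to 0.71, and the count from 21 to 23.

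The counts of changed genes depended on how low values were treated. With at least 1 FPKM required in 1 library, 1258 genes at least doubled and 506 were at most halved. Adding 1 to every FPKM gave 859 and 298 genes, and counting genes listed at 0 in 1 library gave 2846 and 1332. These changes follow from the construction of the alternatives, which damp, drop or add weakly expressed genes. At least doubled genes outnumbered at most halved genes under each setting. Detection at 1 FPKM left 292 genes in the *Dnmt1*-WT library only, from 530.

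The count of overexpressed genes was 566 when libraries were scaled by FPKM sum and 576 when small RNA genes were left out of that sum, because both scalings raise the values against a limit of 10 FPKM. It was 156 with more than 10 FPKM in both libraries and 3324 with any ratio above 1.

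Of the results that changed direction, *Dnmt3b* was listed at 0.7 and 0.69 FPKM, and its ratio rose above 1 with median centring (1.01), the trimmed mean (1.00), the upper quartile (1.03) and length centring (1.12). The mesothelium median, 0.01, became -0.10 with FPKM sum scaling, -0.0898 without small RNA genes in the sum and -0.0886 with GC centring. Both were near no change at the outset. Among single genes and lists, 33 other values moved, 23 away from no change and 10 towards it. Lists with members listed at 0 account for much of this, with 8 values moved by a pseudocount of 1 and 7 by a pseudocount of 0.01. GC and length centring were chosen after seeing the data.

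FPKM without read counts limit what can be said of weakly expressed genes, and the genes detected in 1 library only are mostly of this kind.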

Differences from the paper's values

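The paper counts 1319 genes that lost at least 50% of their expression, and 802 were found among genes above 0 FPKM in both libraries. Of the alternatives set before the data were examined, counting genes listed at 0 in the *Dnmt1*-KO library (1332 genes), scaling by FPKM sum (976) and scaling by FPKM sum without small RNA genes (964) came within 1.5 times the paper's value. Median centring (732), the trimmed mean (734), the upper quartile (677), both filters on low values (780 and 506), both pseudocounts (848 and 298), summing repeated symbols (802) and leaving out small RNA genes (795) did not.

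Some smaller differences remain below that limit. The paper counts 2829 genes that at least doubled, against 1893 here, and 2846 when genes listed at 0 in the *Dnmt1*-WT library are counted. The paper's number of unique annotations in *Dnmt1*-KO is 954, against 953. Its number of overexpressed genes is 392, against 373. Median centring, set before the data were examined, gave 392, and so did a ratio rounded to 1 decimal of 2.0 or more, which was chosen after seeing the values. The rounded ratio included all 286 genes in the lists of Supplementary Table 4, and median centring 283. The paper's numbers of detected genes, 16632 and 17055, its losses of the 5 SMC markers and its count of 23 CIN25 genes equal those found here.

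The qPCR in Fig. 5c shows *Nr4a1* with the largest increase among the genes measured in tunica muscularis. In the libraries *Apoc1* had the largest ratio of the genes in the primer table, 68.4, followed by *Cdkn1a*, 8.49, and that of *Nr4a1* was 4.47. The legend of Supplementary Figure 3 gives the same minimum increase by P15 for *Nr4a1* and *Gadd45g*. That minimum lies above the ratio of *Gadd45g* in the libraries, 2.29.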

Other observations

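The gene lists of this part were fixed before the data were examined, except the second pancreatic, dendritic cell and MHC class II lists. Tests of explanations on the second pancreatic list and the dendritic cell list used genes whose values had not been seen. The other tests of explanations were chosen after the result was seen. Percentiles refer to 10000 random lists matched on mean expression and describe these 2 libraries only.

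The paper measured enzymes of DNA methylation as protein (Fig. 2). Their mRNA was lower in the *Dnmt1*-KO library for *Tet1* (4.00 and 1.71 FPKM), *Tet2* (6.70 and 4.53), *Tet3* (10.78 and 7.14) and *Dnmt3a* (22.7 and 18.21), while *Dnmt3b* was near the lower end of the scale in both. The paper reports an induction of DNMT3A protein during development of the *Dnmt1*-KO tissue.

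Pancreatic acinar genes were present in the *Dnmt1*-WT library, with *Ctrb1* at 13.26 FPKM, *Cela2a* at 12.8 FPKM and *Prss2* at 4.64 FPKM, and 6 of the 7 were listed at 0 in the *Dnmt1*-KO library. The median log2 ratio was -5.08, and ranged from -8.37 to -2.50 with the pseudocount. Of the 7 listed genes of the second pancreatic list, 6 were above 0 in the *Dnmt1*-WT library and lower in the *Dnmt1*-KO library, with a median of -2.38. Pancreatic tissue carried over into the *Dnmt1*-WT sample is a candidate explanation. A change of these genes within the muscle wall was not tested.

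*Hbb-b1* was listed at 46.41 FPKM in the *Dnmt1*-WT library and at 0 in the *Dnmt1*-KO library. Less blood in the *Dnmt1*-KO sample would lower the other globin genes too, but *Hba-a2* rose from 42.34 to 224.69 FPKM, and *Hbb-bs* and *Hbb-bt*, chosen after their values were seen, rose as well, the lowest of the 3 ratios being 3.94. The 3 beta-globin genes summed gave a ratio of 2.59. A strain variant or reads shared between beta-globin copies may explain the value of 0, and this cannot be told apart from a change in the tissue with 1 library per genotype. The erythroid list as a whole had a median of 1.54, which ranged from 0.28 to 2.07 with the pseudocount. Of its 6 listed genes, 3 reached 1 FPKM in at least one library.

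The 6 MHC class II genes had a median log2 ratio of 3.88, and *Cd74* went from 21.19 to 357.75 FPKM. More leukocytes of the same mix would raise them as much as other leukocyte genes, but the higher of the 75th percentiles of the leukocyte and macrophage lists was 1.88 and the 25th percentile of the class II genes was 3.17. More dendritic cells among the leukocytes may contribute. The dendritic cell list had a median of 2.01, and a 75th percentile of 2.41, under that of 3.17, but 1 of its 9 genes was at 1 FPKM or more in the *Dnmt1*-WT library, so the pseudocount limits its ratio and the comparison decides nothing. Induction of these genes in other cells stays open as well.

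A lower share of smooth muscle cells would raise leukocyte and macrophage genes together with those of other cells. The 75th percentiles of the enteric neuron, enteric glia and mesothelium genes were 0.31, 1.30 and 0.16. The 25th percentile of the leukocyte genes, 1.45, lies above all 3, which argues against a lower share of smooth muscle cells as the whole cause of their increase. The 25th percentile of the macrophage genes, 1.16, lies above those of neurons and mesothelium but under that of glia, and the endothelial genes, from 0.97 at the 25th to 1.42 at the 75th percentile, overlap them as well. For the macrophage genes a lower share of smooth muscle cells and a larger number of macrophages therefore cannot be told apart. The paper's flow cytometry reports a larger share of CD45-positive cells, which was not tested here.

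Among the other cell type lists, smooth muscle contractile genes had a median log2 ratio of -0.80 (0th percentile), endothelial genes 1.204 (100th), enterocyte genes 0.92 (100th), goblet cell genes 0.74 (99.8th), skeletal muscle genes 1.22 (99.99th), mast cell genes 3.51 (99.96th), fibroblast genes 0.44 (96.7th), neutrophil genes 0.33 (61.0th), enteric neuron genes 0.26 (92.0th), enteric glia genes 0.15 (77.7th), mesothelium genes 0.01 (46.2th) and genes of the interstitial cell of Cajal -0.30 (13.6th). Skeletal muscle genes went both ways, with *Tnnc2* from 0.51 to 13.46 FPKM and *Ckm* from 96.73 to 41.41 FPKM. The T cell list (1.68) and the B cell list (1.00) each had 2 members at 1 FPKM or more in at least one library and were too low to read. Of the 4 mast cell genes, 3 were listed at 0 in the *Dnmt1*-WT library. The mast cell median ranged from 1.19 with a pseudocount of 1 to 5.67 with a pseudocount of 0.01. The neutrophil median ranged from 0.11 with a pseudocount of 1 to 2.43 over members with a mean FPKM of 1 or more. The neutrophil value therefore depends on its weakly expressed members.

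Of the other gene lists, imprinted genes had a median of 0.57 (99.99th percentile), p53 targets 0.72 (99.99th), which include *Cdkn1a*, and immediate early genes 0.20 (93.6th). *Xist* fell from 32.14 to 20.03 FPKM. The Y-linked genes had a median of 0.22 (70.8th percentile) and moved apart, *Kdm5d* from 0.93 to 1.75 FPKM and *Eif2s3y* from 8.13 to 7.67 FPKM. A larger share of RNA from male mice may lower *Xist*, but 4 Y-linked genes that go both ways decide nothing, and an effect of the knockout on *Xist* cannot be told apart from it.

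The log2 ratio rose with transcript GC content. Its median was -0.32 in the lowest of 10 equal bins and 0.16 in the highest, a difference of 0.48, and from the shortest to the longest transcripts it went from 0.10 to -0.18. GC content bias between the 2 libraries may cause such a trend. With 1 library per genotype it cannot be told apart from a change in the tissue.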
